# Space microgravity increases expression of genes associated with proliferation and differentiation in human cardiac spheres

**DOI:** 10.1038/s41526-023-00336-6

**Published:** 2023-12-09

**Authors:** Hyun Hwang, Antonio Rampoldi, Parvin Forghani, Dong Li, Jordan Fite, Gene Boland, Kevin Maher, Chunhui Xu

**Keywords:** Cell biology, Molecular medicine

## Abstract

Efficient generation of cardiomyocytes from human-induced pluripotent stem cells (hiPSCs) is important for their application in basic and translational studies. Space microgravity can significantly change cell activities and function. Previously, we reported upregulation of genes associated with cardiac proliferation in cardiac progenitors derived from hiPSCs that were exposed to space microgravity for 3 days. Here we investigated the effect of long-term exposure of hiPSC-cardiac progenitors to space microgravity on global gene expression. Cryopreserved 3D hiPSC-cardiac progenitors were sent to the International Space Station (ISS) and cultured for 3 weeks under ISS microgravity and ISS 1 G conditions. RNA-sequencing analyses revealed upregulation of genes associated with cardiac differentiation, proliferation, and cardiac structure/function and downregulation of genes associated with extracellular matrix regulation in the ISS microgravity cultures compared with the ISS 1 G cultures. Gene ontology analysis and Kyoto Encyclopedia of Genes and Genomes mapping identified the upregulation of biological processes, molecular function, cellular components, and pathways associated with cell cycle, cardiac differentiation, and cardiac function. Taking together, these results suggest that space microgravity has a beneficial effect on the differentiation and growth of cardiac progenitors.

## Introduction

Human-induced pluripotent stem cells (hiPSCs) may regenerate indefinitely and undergo differentiation into any cell type depending on the protocols used. In this aspect, understanding how cardiomyocytes can be obtained and grown from differentiating hiPSCs is of great importance for their applications in disease modeling, drug development, and regenerative medicine^1–3^. Currently, there are a few limitations regarding the use of hiPSC-derived cardiomyocytes (hiPSC-CMs), including a large number of cells needed for cardiac regeneration. Understanding and improving the pathways involved in cardiomyocyte proliferation and differentiation is clearly of great interest given the potential application of these cells. Investigating cardiac progenitor cells, the intermediate stage of the cells derived from hiPSCs could help improve the efficiency of hiPSC-CM generation.

Microgravity can significantly change cell properties such as cell metabolism and function^4–7^. Exposure of cardiac progenitors to microgravity has the potential to serve as a new method to increase cardiomyocyte differentiation efficiency. Simulated microgravity has been used in studies on animal models^8–10^ and cardiomyocytes from animals^11^, but relatively fewer studies focused on the effect of microgravity on cardiac progenitors or stem cell-derived cardiomyocytes^12,13^. We previously discovered that three-dimensional (3D) cardiac progenitors under a simulated microgravity environment created with a random positioning machine generated enriched cardiomyocytes at high cell yield compared with parallel cultures under standard gravity^14^. Microgravity, however, cannot be perfectly replicated on Earth, since gravitational forces are still present under simulated microgravity.

Space experimentation offers a great opportunity to explore the potential impact of microgravity on cells. This is why the International Space Station (ISS) U.S. National Laboratory and other national and space agencies are further increasing experiments and studies on space microgravity regarding biology and disease modeling^15–17^. In a recent spaceflight experiment, we found that a short-term (3 days) exposure of cardiac progenitors derived from hiPSCs to space microgravity increased the expression of genes associated with proliferation^18^. Here, we further investigated the effect of a long-term (3 weeks) exposure of cardiac progenitors to space microgravity on changes in gene expression of late-stage cardiomyocytes.

## Results

### Overall experimental design

As shown in the schematic of operational procedure for our spaceflight experiment (Fig. 1), the cryopreserved cardiac progenitor spheres were generated on the ground and sent to the ISS through the SPACEX-20 mission, a mission launched by the aerospace company SpaceX on March 6, 2020 for the delivery of cargo and supplies to the ISS (https://www.issnationallab.org/launches/spacex-crs-20/). On the ISS, the astronauts successfully thawed the cryopreserved cardiac progenitor spheres, cultured the cells using the multi-specimen variable-gravity platform (MVP) from Techshot, Inc. for 22 days, and then sent live cultures back to us. The MVP system has been successfully used in space experiments^19^ and allows the loading of multiple biological samples under both ISS µG and ISS 1G conditions (the 1G condition in the MVP system on the ISS was achieved by centrifugation). In our experiment, each condition was run in triplicates. The use of ISS 1G samples as a control in our data analyses allowed for the examination of the effect of space microgravity on the cells while keeping other variables constant such as the effect of space radiation. At the end of the spaceflight experiment, we received live cardiac spheres^18^ and then isolated RNA from cardiac spheres in both the ISS μG and the ISS 1G conditions for RNA sequencing (RNA-seq) to compare their global gene expression profiles and examine the effect of space microgravity on transcriptome alterations of cardiac spheres.

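RNA from 3 ISS µG and 3 ISS 1G cultures of the IMR90 hiPSC line was sequenced after 22 days on the ISS. The spheres had been returned to the ground alive, kept overnight in an incubator and kept overnight again in standard medium before RNA isolation, so short-lived transcripts can reflect the ground as well as the flight. SMART-Seq v4, which amplifies cDNA from polyadenylated RNA, was used on 2 ng of total RNA per culture, and the libraries were read in 100-nt single reads. The authors aligned the reads to GRCh38 with STAR and deposited the count of reads per gene for every culture, with no normalization. Total counts were 9773178, 44302038 and 17345045 in ISS µG cultures 1, 2 and 3 (median 17345045) and 16907822, 44117091 and 37624098 in ISS 1G cultures 4, 5 and 6 (median 37624098). The paper states an average of 30000000 reads per sample. The values here use the total counts, at which 3 counts are worth between 0.0677 and 0.307 CPM. From the counts, 15583 of 58051 genes passed edgeR's filterByExpr, TMM factors lay between 0.986 and 1.01, and the conditions were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment.

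No 2 cultures of a condition were as close as 2 sequencing runs of the same library would be, with chi-square per degree of freedom from 12.5 to 104. The biological coefficient of variation over all 6 was 25.4%. On principal components of log_2_(CPM), component 1 held 40.5% and component 2 held 18.4% of the variance. The conditions separated on component 1, with ISS µG cultures 1, 2 and 3 at −48.6, −6.56 and −45.1 and ISS 1G cultures 4, 5 and 6 at 16.4, 11.1 and 72.9. A separation in 1 direction or the other arises in 10% of cases by chance. ISS µG culture 2 correlated most with ISS 1G culture 4 (Pearson r 0.972 over the log_2_(CPM) of the tested genes), above its correlation with ISS µG culture 1 (0.964) and culture 3 (0.966). The labels name no batch, so a batch effect between the conditions has no test here.

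**Figure D1:**
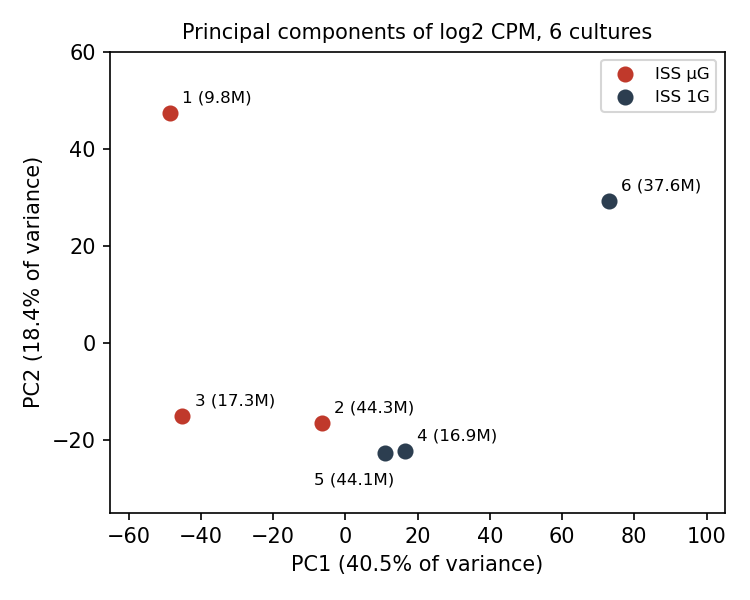
Principal components of log2 CPM of the tested genes for the 3 ISS µG and 3 ISS 1G cultures, labelled by culture number and total count.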

**Fig. 1:**
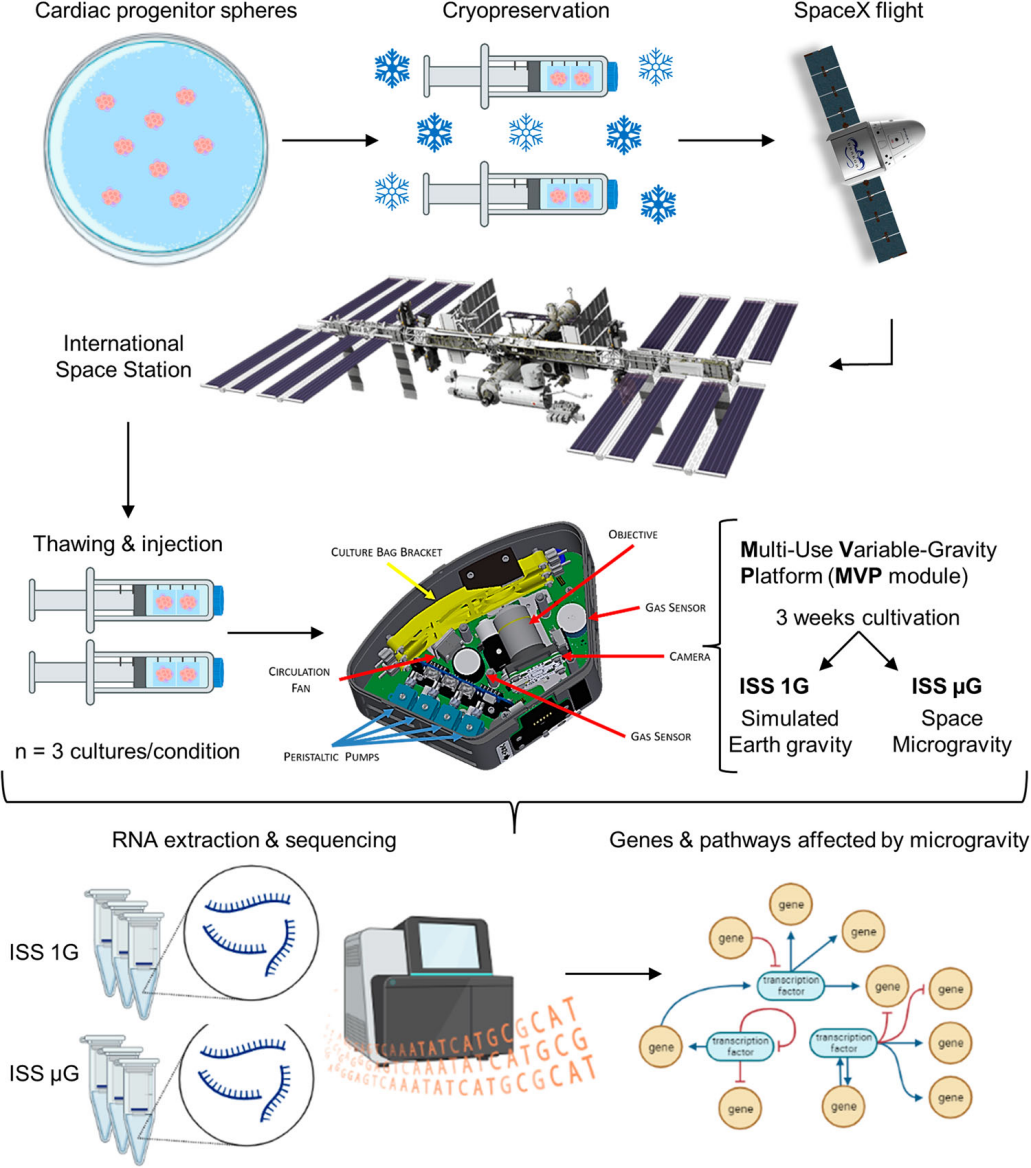
Schematic of spaceflight operation. Schematic of sample preparation, spaceflight operation, multi-specimen variable-gravity platform (MVP) sample collection, RNA extraction, sequencing, and gene expression analyses. Figures created with BioRender. MVP module image source: Techshot Inc, SpaceX-20 Dragon capsule, and International Space Station image source: NicePNG (images adapted by the author).

### Long-term exposure to space microgravity increases expression of genes associated with cell proliferation and cardiac differentiation

RNA-seq analyses revealed a total of 470 differentially expressed genes (DEGs) upon applying a threshold of adjusted *p*-value of 0.05 (Fig. 2a). 

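At an adjusted *p*-value under 0.05, edgeR's quasi-likelihood test called 9 of 15583 tested genes over the 3 ISS µG and 3 ISS 1G cultures, while 2120 had an unadjusted *p*-value under 0.05. Dropping the low-count filter moved the count most, to 1046 genes. DESeq2 with default settings called 476 and limma voom 0 (2193 with an unadjusted *p*-value under 0.05). Leaving out 1 culture at a time gave between 0 and 91 genes. Of the 10 ways to split the 6 cultures 3 against 3, the split by gravity had the most genes with an unadjusted *p*-value under 0.05, and the other 9 had 245 to 1130. First of 10 is the most extreme rank that 3 against 3 cultures allow, so a chance division of the cultures could not have been excluded by this comparison whatever its result.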

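Of the called genes in the edgeR quasi-likelihood fit, 4 were higher in ISS µG (*H4C3*, *CKM*, *SOCS3* and *TNNI3*) and 5 were lower (*CD24*, *CRABP2*, *MATN2*, *MMP24* and *SFRP5*). DESeq2 called 278 higher and 198 lower at its default settings.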

Among the 470 DEGs, 271 were significantly upregulated and 199 were significantly downregulated in the ISS μG samples compared with the ISS 1G samples. The 271 upregulated and 199 downregulated DEGs in terms of log_2_(fold change) value are shown in Tables S1 and S2. 

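In the deposited counts, 267 of the genes of Supplementary Table 1 and 197 of the genes of Supplementary Table 2 were found by name. Of these, 451 passed the low-count filter, and all 451 had the listed direction and an unadjusted edgeR *p*-value under 0.05. The median log_2_(fold change) was 1.03 (range 0.50 to 5.68) for the genes of Supplementary Table 1 and −1.01 (−9.02 to −0.45) for those of Supplementary Table 2. Some listed genes, such as *SLCO4C1*, have 0 counts in 1 condition, where only a lower bound holds. The extremes of 5.68 and −9.02 are edgeR estimates and may not be measured ratios. All 3 ISS µG cultures lay beyond all 3 ISS 1G cultures for 249 and 184 of the matched genes in the 2 tables. Such a separation arises for 10% of genes by chance with 3 against 3, and it held for 3106 tested genes (19.9%). The genes of the 2 tables were selected on the same counts, so their separation carries no further test.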

The top 10 genes that are noticeable in terms of adjusted *p*-value and log_2_(fold change) are annotated in Fig. 2a.

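*H4C3* had the smallest adjusted *p*-value of the higher genes. It was at 90.2 ± 14.0 CPM in ISS µG and 35.9 ± 0.630 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.33 (standard error 0.15, edgeR adjusted *p*-value 0.0464). Its gene on chromosome 6 lies within *H2BC4* on the opposite strand and belongs to a histone family of near-identical copies, so its reads are less certain. *SOCS3* was at 86.9 ± 40.9 CPM in ISS µG and 6.76 ± 4.32 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 3.64 (standard error 0.48, edgeR adjusted *p*-value 0.0482). For *CKM* the counts gave 702 ± 53.7 CPM in ISS µG and 344 ± 48.6 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.03 (standard error 0.13, edgeR adjusted *p*-value 0.0482). *TNNI3* averaged 37.0 ± 10.9 CPM in ISS µG and 12.0 ± 0.307 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.64 (standard error 0.22, edgeR adjusted *p*-value 0.0482). *NMRK2* had 29.3 ± 3.24 CPM in ISS µG and 11.6 ± 1.73 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.33 (standard error 0.18, edgeR adjusted *p*-value 0.0540). *NR4A1* was at 56.2 ± 12.6 CPM in ISS µG and 15.3 ± 5.07 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.86 (standard error 0.26, edgeR adjusted *p*-value 0.0540). The lower genes follow. *CRABP2* was at 69.0 ± 4.66 CPM in ISS µG and 166 ± 30.7 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −1.27 (standard error 0.15, edgeR adjusted *p*-value 0.0482). For *MATN2* the counts gave 103 ± 10.8 CPM in ISS µG and 260.2 ± 55.9 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −1.33 (standard error 0.17, edgeR adjusted *p*-value 0.0482). *MMP24* averaged 1.36 ± 0.466 CPM in ISS µG and 9.15 ± 2.54 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −2.78 (standard error 0.36, edgeR adjusted *p*-value 0.0482). *SFRP5* had 10.7 ± 4.22 CPM in ISS µG and 44.8 ± 6.65 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −2.03 (standard error 0.27, edgeR adjusted *p*-value 0.0482). For each of these genes all 3 ISS µG cultures lay beyond all 3 ISS 1G cultures, as 10% of genes do by chance. They were selected on the same counts, so their separation carries no further test.

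The genes labelled for their fold change are near the floor of 3 counts in 1 condition, which leaves only a lower bound for the ratio. *SLCO4C1* had 0, 0 and 0 counts in ISS µG cultures 1, 2 and 3 and 39, 68 and 112 counts in ISS 1G cultures 4, 5 and 6, which is at least 12.6-fold lower in ISS µG. *HSD3B2* was at least 9.00-fold lower, *UGT8* at least 4.25-fold lower, *FAM131B* at least 4.21-fold lower and *LINC02201* at least 4.37-fold lower. *SLC5A9* had 17, 3 and 10 counts in ISS µG cultures 1, 2 and 3 and 0, 0 and 0 counts in ISS 1G cultures 4, 5 and 6, at least 7.31-fold higher in ISS µG, and *AQP5* was at least 8.87-fold higher. The bound for *SLC5A9* rests mostly on ISS µG culture 1, and ISS µG culture 2 is itself at the floor.

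**Figure D2:**
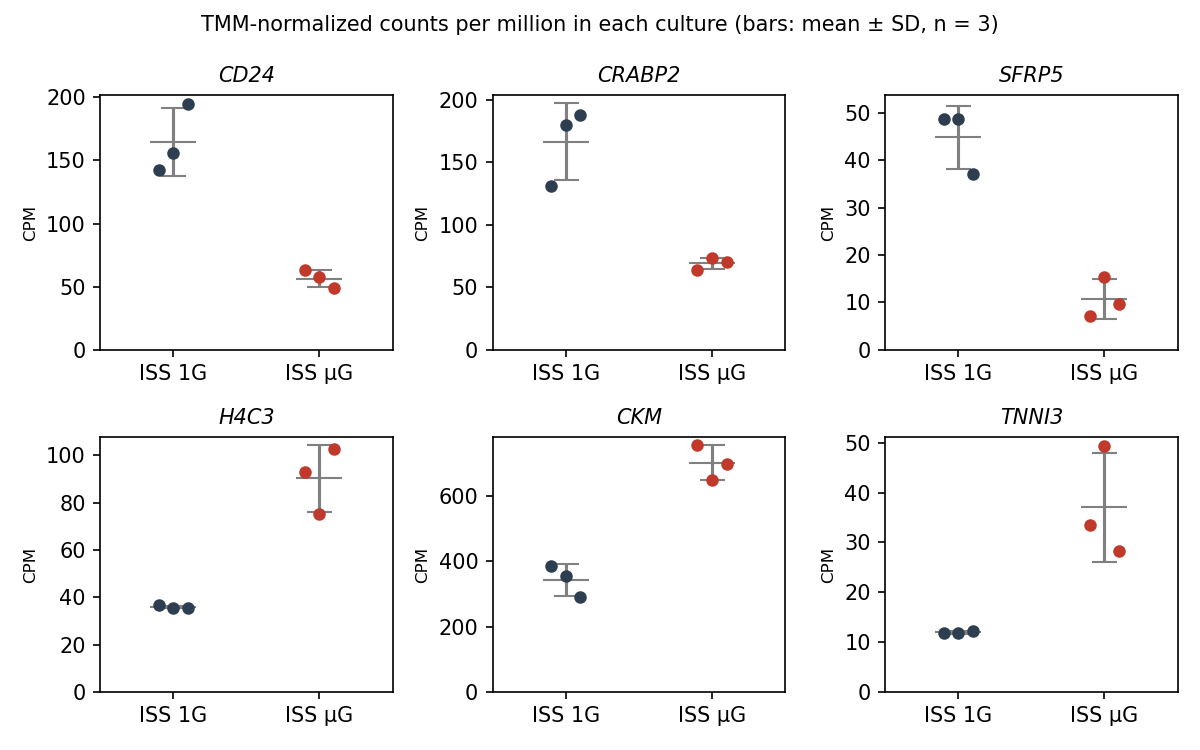
CPM of CD24, CRABP2, SFRP5, H4C3, CKM and TNNI3 in each of the 3 ISS µG and 3 ISS 1G cultures.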

**Fig. 2:**
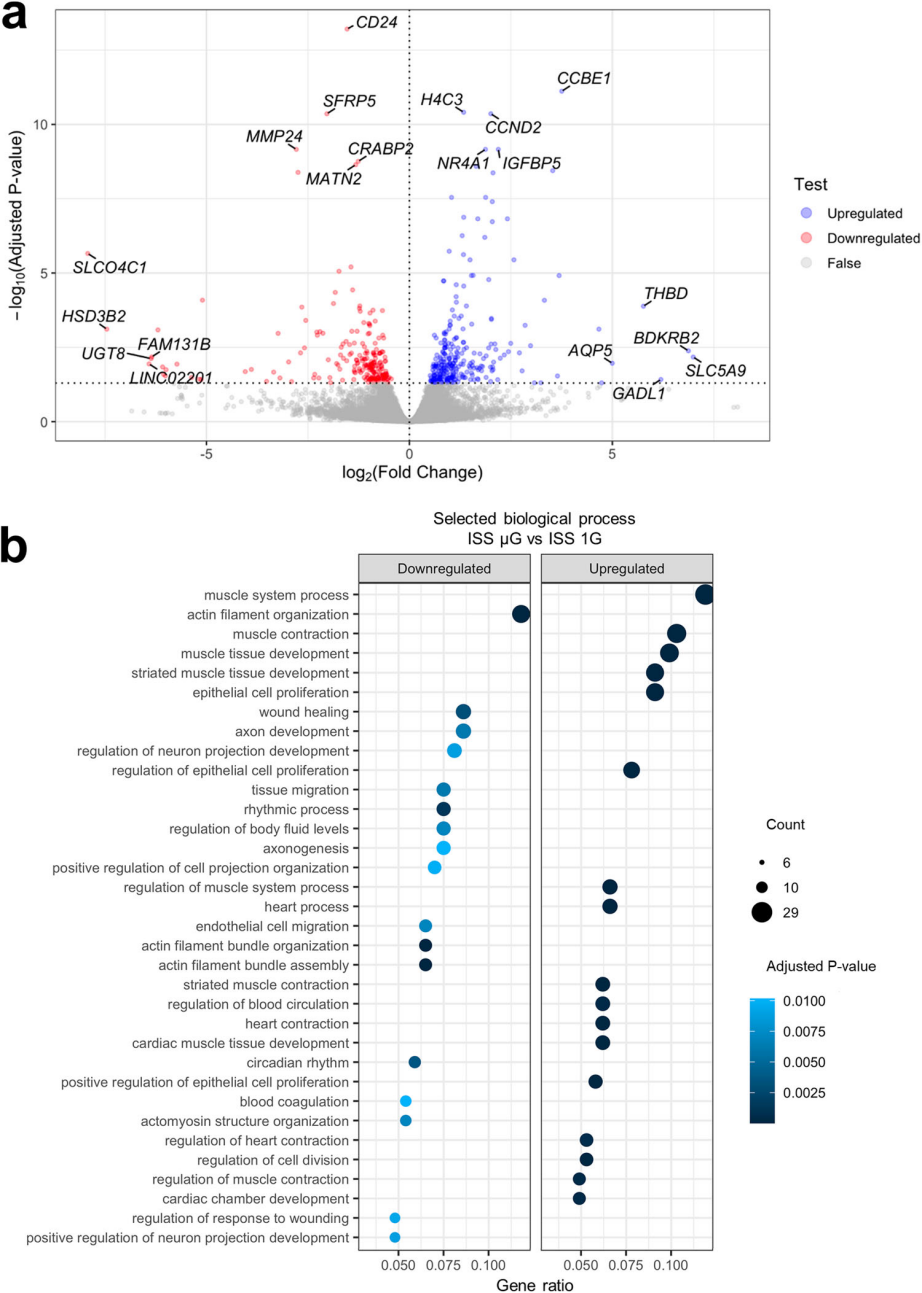
Differentially expressed genes and gene ontology (GO) terms identified by RNA-sequencing analyses of hiPSC-CMs exposed to space microgravity. **a** Volcano plot illustrating differentially expressed genes between ISS µG and ISS 1G samples (*n* = 3 cultures) collected from IMR90 hiPSC differentiation cultures of 3 weeks on the ISS (long-term exposure to space microgravity). **b** Dot plot showing up- and downregulated GO terms of biological processes. GSEA gene set enrichment analysis, ISS 1G the 1G condition on the International Space Station, ISS µG the microgravity condition on the International Space Station.

Among the upregulated DEGs, several were involved in the cell cycle, proliferation, survival, and cardiac differentiation, including *CCBE1*, *CCND2*, *IGFBP5*, and *BDKRB2* (Supplementary Table 1). Collagen and calcium-binding EGF domains 1 (*CCBE1*) was the most significantly upregulated DEG in terms of adjusted *p*-value (log_2_[fold change] 3.75, adjusted *p*-value 7.67E−12). 

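*CCBE1* lies on chromosome 18 from 59430939 to 59697662 on the minus strand (GRCh38). The counts place it at 16.02 ± 9.27 CPM in ISS µG and 1.20 ± 0.578 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 3.74 (standard error 0.56, edgeR adjusted *p*-value 0.0589). By culture, CPM was 24.8, 6.35 and 16.9 in ISS µG cultures 1, 2 and 3 and 1.59, 1.48 and 0.540 in ISS 1G cultures 4, 5 and 6. Leaving out 1 culture at a time moved the log_2_(fold change) over 3.29 to 4.14, and the gene was called in 1 of those 6 fits. With DESeq2's default settings its adjusted *p*-value was 6.70e-12.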

*CCBE1* is important for normal heart development as its downregulation disrupts the differentiation of stem cells into cardiac mesoderm lineage^20^. 

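*CCND2* was at 309 ± 111 CPM in ISS µG and 77.4 ± 20.2 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 2.00 (standard error 0.29, edgeR adjusted *p*-value 0.0540). Every ISS µG culture lay above every ISS 1G culture. The gene is on chromosome 12 from 4269771 to 4305353 on the plus strand. Fits without 1 culture gave 1.81 to 2.27 on the log_2_ scale. Its DESeq2 adjusted *p*-value at default settings was 3.85e-11.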

Cyclin D2 (*CCND2)* was also among the top upregulated DEGs (log_2_[fold change] 2.01, adjusted *p*-value 4.41E−11). *CCND2* is a member of the cyclin family required for progression through the G1 phase of the cell cycle. 

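*IGFBP5*, on chromosome 2 from 216672105 to 216695549 on the minus strand, was higher in all 3 ISS µG cultures than in any ISS 1G culture. It was measured at 199 ± 86.8 CPM in ISS µG and 43.9 ± 15.2 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 2.18 (standard error 0.35, edgeR adjusted *p*-value 0.0760). Over the fits that leave out 1 culture its log_2_(fold change) was 1.81 to 2.46. DESeq2 gave it an adjusted *p*-value of 6.06e-10 at default settings.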

Insulin-like growth factor binding protein 5 (*IGFBP5*) was the top 5 upregulated DEGs in terms of the adjusted *p*-value (log_2_[fold change] 2.19, adjusted *p*-value 6.94E−10). *IGFBP5* is a member of the IGF signaling pathway that regulates IGF transport and availability during embryonic development, while the IGF signaling pathway plays a key role during embryonic cardiac development, regulating processes of cell proliferation and survival^21^. *BDKRB2* (bradykinin receptor B2, log_2_[fold change] 6.87, adjusted *p*-value 4.13E−03) encodes a G-protein coupled receptor for bradykinin which stimulates the proliferation of smooth muscle cells^22^ and endothelial cells^23^.

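*BDKRB2* (chromosome 14 from 96204679 to 96244166 on the plus strand) had 11, 11 and 14 counts in ISS µG cultures 1, 2 and 3 and 0, 0 and 0 counts in ISS 1G cultures 4, 5 and 6. It fell below the low-count filter and so has no adjusted *p*-value here. With a floor of 3 counts its CPM was at least 6.67-fold higher in ISS µG.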

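*CD24* had the smallest adjusted *p*-value of all tested genes. It was at 56.5 ± 7.02 CPM in ISS µG and 164 ± 27.0 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −1.54 (standard error 0.16, edgeR adjusted *p*-value 0.0429). Every ISS µG culture lay below every ISS 1G culture, and the fits without 1 culture gave −1.63 to −1.40 on the log_2_ scale, with the gene called in 3 of 6. It lies on chromosome 6 from 106969831 to 106975627 on the minus strand. Processed pseudogenes of it are annotated on chromosomes 1, 3, 15 and Y, so some of its reads cannot be assigned to 1 place.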

*CD24* (CD24 molecule) was identified as the most significantly downregulated DEGs (log_2_[fold change] −1.54, adjusted *p*-value 6.23E−14, Supplementary Table 2). *CD24* was reported as a marker for human pluripotent stem cells^24^ and its downregulation may indicate enhanced cardiac differentiation in ISS µG cells. In addition, ectodermal-neural cortex 1 (*ENC1*) was among the top downregulated DEGs (log_2_[fold change] −2, adjusted *p*-value 8.25E−03, Supplementary Table 2), suggesting limited neural differentiation in the ISS µG cultures.

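A list of 7 tested pluripotency genes held 5 lower and 2 higher genes in ISS µG, with a median log_2_(fold change) of −0.12 (camera adjusted *p*-value 0.0394, with edgeR fits of 3 against 3 cultures). Leaving out each culture gave the list medians of −0.60 to −0.13 and camera adjusted *p*-values of 0.00683 to 0.130. At equal depth, chosen after seeing the data, the median was −0.039 (camera adjusted *p*-value 0.0527). With *CD24*, the 1 member in the paper's tables, left out, the 6 others had a median of −0.10 and a camera adjusted *p*-value of 0.996. For the whole list, with the correlation among the members estimated from the 6 cultures the adjusted *p*-value was 0.217.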

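*ENC1*, on chromosome 5 from 74627406 to 74641424 on the minus strand, was lower in ISS µG. Its level was 1.79 ± 1.21 CPM in ISS µG and 6.82 ± 3.67 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −2.03 (standard error 0.55, edgeR adjusted *p*-value 0.204). Leaving out each culture in turn gave −2.66 to −1.55. DESeq2 at default settings returned an adjusted *p*-value of 0.00736 for it.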

Consistently, gene ontology (GO) enrichment analysis revealed upregulation of biological processes associated with muscle tissue development (GO:0060537, adjusted *p*-value 7.19E−07), cardiac muscle tissue development (GO:0048738, adjusted *p*-value 1.54E−04), and regulation of cell division (GO:0051302, adjusted *p*-value 1.54E−04) (Fig. 2b, Supplementary Table 3). Upregulated DEGs including *KIF14, IGF2, KIF18B, SUSD2, RBL1, AURKB, LBH, PDGFD, and CDC42* were identified in GO term of regulation of cell division (Fig. 3, Supplementary Table 4). 

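All 13 genes of Supplementary Table 4 were higher in ISS µG, with a median log_2_(fold change) of 1.27 (0.65 to 2.09). Of these, 0 passed an edgeR adjusted *p*-value of 0.05 while all 13 had an unadjusted *p*-value under 0.05. *KIF14* was at 5.67 ± 2.78 CPM in ISS µG and 1.33 ± 0.611 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 2.09 (standard error 0.49, edgeR adjusted *p*-value 0.177). For *KIF18B* the counts gave 3.36 ± 1.85 CPM in ISS µG and 0.922 ± 0.378 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.88 (standard error 0.53, edgeR adjusted *p*-value 0.214). *SUSD2* averaged 46.8 ± 18.5 CPM in ISS µG and 12.8 ± 1.51 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.87 (standard error 0.30, edgeR adjusted *p*-value 0.0754). *RBL1* had 10.8 ± 1.65 CPM in ISS µG and 4.37 ± 1.83 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.31 (standard error 0.35, edgeR adjusted *p*-value 0.197). *AURKB* was at 6.70 ± 2.41 CPM in ISS µG and 2.79 ± 0.395 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.27 (standard error 0.33, edgeR adjusted *p*-value 0.198). For *LBH* the counts gave 1037 ± 54.7 CPM in ISS µG and 532 ± 218 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.96 (standard error 0.26, edgeR adjusted *p*-value 0.206). *PDGFD* averaged 82.7 ± 18.7 CPM in ISS µG and 43.7 ± 14.0 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.92 (standard error 0.25, edgeR adjusted *p*-value 0.211). *CDC42* had 182 ± 9.59 CPM in ISS µG and 97.6 ± 25.5 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.90 (standard error 0.18, edgeR adjusted *p*-value 0.141). *IGF2* was at 179 ± 93.4 CPM in ISS µG and 42.9 ± 16.4 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 2.07 (standard error 0.38, edgeR adjusted *p*-value 0.105). The reads of *IGF2* are less certain because *INS-IGF2* overlaps it on the same strand of chromosome 11.

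In lists of cell-cycle genes that do not come from the paper, 47 of 54 G2/M genes were higher, with a median log_2_(fold change) of 0.59 (camera adjusted *p*-value 2.46e-11). In the same way 32 of 43 S-phase genes were higher, with a median of 0.26 (camera adjusted *p*-value 0.00178). Scores of the S-phase list overlapped between the conditions, with 0.10, −0.16 and 0.46 in ISS µG cultures 1, 2 and 3 and −0.056, −0.22 and −0.12 in ISS 1G cultures 4, 5 and 6 (exact two-sided permutation *p* = 0.3, n = 3). Of the 10 splits of the cultures 3 against 3, 4 gave the S-phase list a camera *p*-value as small. Camera was run with an inter-gene correlation of 0.01. When the correlation was estimated from the 6 cultures the adjusted *p*-value was 0.217 for the G2/M list and 0.395 for the S-phase list. Members that vary together between cultures cannot be told apart from the effect of gravity.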

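Supplementary Table 5 lists 12 genes found in the counts, all higher in ISS µG, with a median log_2_(fold change) of 0.88 (0.54 to 2.43). An edgeR adjusted *p*-value under 0.05 was reached by 0 of them and an unadjusted *p*-value under 0.05 by all 12. *MYL2* was at 58.5 ± 36.1 CPM in ISS µG and 10.8 ± 2.69 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 2.43 (standard error 0.44, edgeR adjusted *p*-value 0.102). For *EDNRB* the counts gave 9.56 ± 0.417 CPM in ISS µG and 4.35 ± 0.967 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.14 (standard error 0.26, edgeR adjusted *p*-value 0.177). *NFATC2* averaged 26.2 ± 3.14 CPM in ISS µG and 12.4 ± 6.17 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.07 (standard error 0.33, edgeR adjusted *p*-value 0.237). *MYL2* differed more between the ISS µG cultures than between the ISS 1G cultures.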

Upregulated DEGs including *MYL2, IGFBP5*, *IGF2, EDNRB*, and *NFATC2* were identified in GO in terms of muscle cell differentiation (Fig. 3, Supplementary Table 5).

**Fig. 3:**
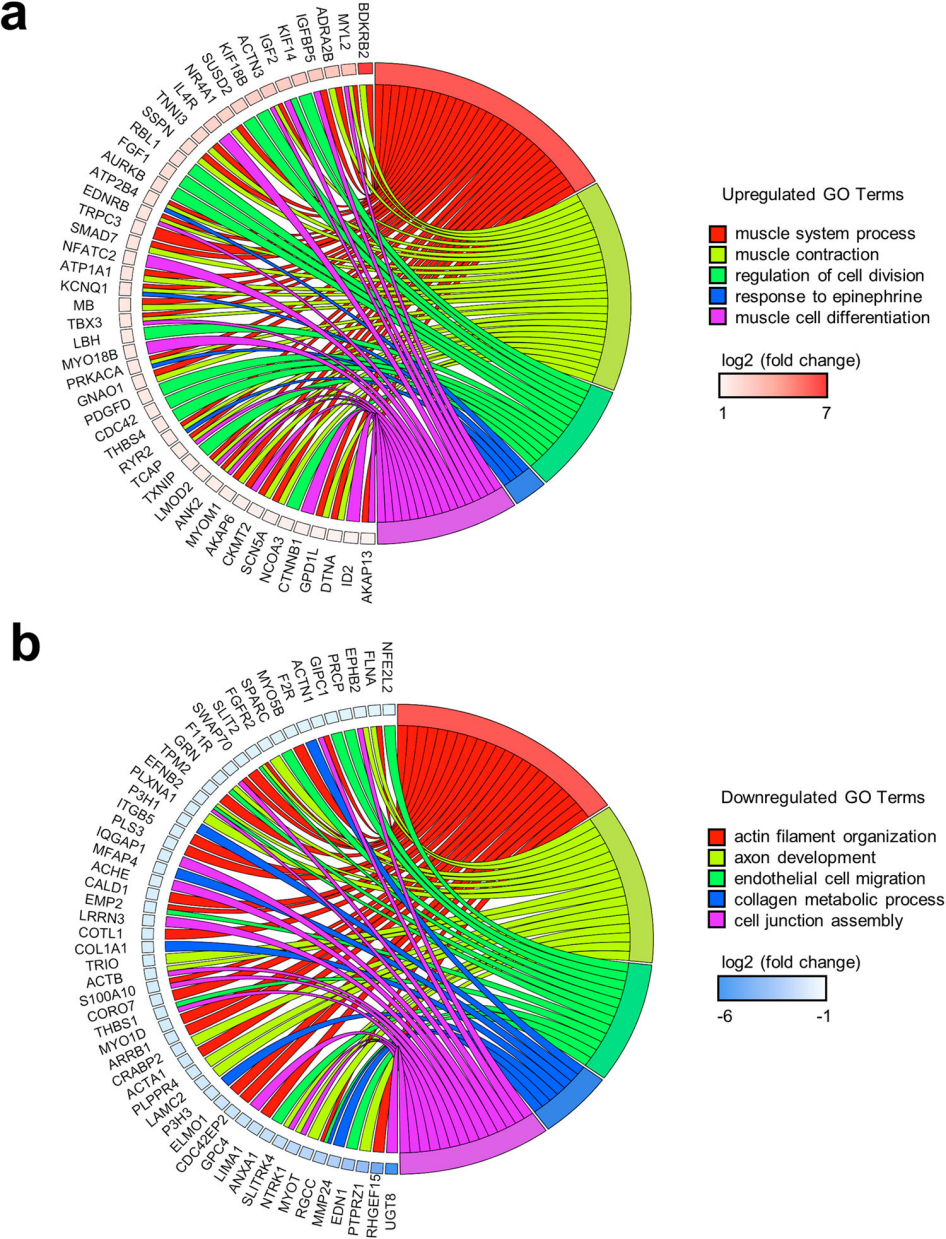
Chord diagrams showing the relationship between gene ontology (GO) terms and differentially expressed genes in hiPSC-CMs exposed to space microgravity. **a** Chord diagram of selected upregulated GO terms and genes in ISS µG vs. ISS 1G of IMR90 hiPSC differentiation cultures of 3 weeks on the ISS. **b** Chord diagram of selected downregulated GO terms and genes. GO terms were presented on the right, genes on the left, and colored squares on the left indicated log_2_(fold change) value from highest to lowest (*n* = 3 cultures).

Furthermore, the top-downregulated biological processes (Fig. 3, Supplementary Table 6) include axon development (GO:0061564, adjusted *p*-value 6.22E−03), regulation of neuron projection development (GO:0010975, adjusted *p*-value 8.87E−03) and endothelial cell migration (GO:0043542, adjusted *p*-value 7.05E−03), suggesting limited neuronal and endothelial differentiation in the ISS µG cultures, which was consistent with efficient cardiac differentiation.

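A list of 12 tested neuronal genes had a median log_2_(fold change) of −0.10 between 3 ISS µG and 3 ISS 1G cultures (camera adjusted *p*-value 0.391), with 7 lower and 5 higher. For 5 tested endothelial genes the median was 0.71 (camera adjusted *p*-value 0.344), with 3 higher and 2 lower, and it changed sign, to −0.12, when every gene had to reach 10 counts in every culture. The neuronal median changed sign too, to 0.075, at equal depth, an alternative chosen after seeing the data. Leaving out each culture gave neuronal medians of −0.66 to −0.00058 (camera adjusted *p*-values 0.0681 to 0.993). The endothelial medians in those fits were 0.50 to 1.18 (camera adjusted *p*-values 0.0828 to 0.433). Of the genes drawn in Fig. 3b, all 53 that were tested were lower, with a median of −1.04, and 2 passed an edgeR adjusted *p*-value of 0.05.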

In addition, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mapping showed upregulated genes in the TGF-beta signaling pathway (hsa04350) and adrenergic signaling pathway (hsa04261) (Supplementary Fig. 1). 

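Targets of BMP and SMAD signaling were higher in ISS µG: 13 of 17 tested genes, with a median log_2_(fold change) of 0.87 (camera adjusted *p*-value 3.02e-11). The 8 members outside the paper's tables had a median of 0.19 (camera adjusted *p*-value 0.626), but those tables were selected on the same counts, so their removal lowers any shift. For the whole list, with the correlation among the members estimated from the 6 cultures the adjusted *p*-value was 0.217. *ID1* was at 207 ± 41.2 CPM in ISS µG and 56.0 ± 29.7 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.88 (standard error 0.32, edgeR adjusted *p*-value 0.0919). For *ID2* the counts gave 372 ± 21.0 CPM in ISS µG and 251 ± 40.6 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.57 (standard error 0.13, edgeR adjusted *p*-value 0.177). *ID3* averaged 225 ± 32.8 CPM in ISS µG and 70.4 ± 33.8 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.67 (standard error 0.29, edgeR adjusted *p*-value 0.0919). *SMAD6* had 172 ± 20.1 CPM in ISS µG and 77.5 ± 24.8 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.15 (standard error 0.22, edgeR adjusted *p*-value 0.132). *SMAD7* was at 56.4 ± 7.11 CPM in ISS µG and 26.3 ± 7.73 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.10 (standard error 0.21, edgeR adjusted *p*-value 0.138). For the adrenergic pathway, *ADRA2B* was at 6.97 ± 4.26 CPM in ISS µG and 1.49 ± 0.896 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 2.23 (standard error 0.64, edgeR adjusted *p*-value 0.216).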

The TGF-beta protein superfamily plays key roles during heart development, and has an important role also in cardiac cell proliferation, differentiation, and heart regeneration^25^. The adrenergic signaling pathway is tightly connected to calcium signaling, cell contraction and can affect cardiomyocyte differentiation and maturation^26^.

### Long-term exposure to space microgravity increases expression of genes associated with cardiac function

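*THBD* (chromosome 20 from 23045633 to 23049672 on the minus strand) had 31, 31 and 44 counts in ISS µG cultures 1, 2 and 3 and 3, 0 and 0 counts in ISS 1G cultures 4, 5 and 6, at least 19.6-fold higher in ISS µG with a floor of 3 counts (edgeR adjusted *p*-value 0.159, DESeq2 adjusted *p*-value at default settings 0.000114). *GADL1* (chromosome 3 from 30726197 to 30894661 on the minus strand) had 6, 0 and 35 counts in ISS µG cultures 1, 2 and 3 and 1, 0 and 0 counts in ISS 1G cultures 4, 5 and 6, at least 8.03-fold higher in the mean. ISS µG culture 2 had no *GADL1* read, so the cultures of the 2 conditions overlap, and the gene did not pass the low-count filter.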

Several upregulated genes were involved in increasing cardiac function, including *THBD* (thrombomodulin, log_2_[fold change] 5.76, adjusted *p*-value 1.31E−04), and *GADL1* (glutamate decarboxylase like 1, log_2_[fold change] 6.20, adjusted *p*-value 3.81E−02) (Table S1). Upregulation of *THBD* in hypertrophic cardiomyocytes was shown to decrease cell apoptosis and help maintain a normal contractile function^27^. *GADL1* is involved in the production of carnosine and taurine, while carnosine and taurine are predominantly expressed in muscle tissue, where they regulate calcium signaling and indirectly regulate oxidative stress with their antioxidant effects^28,29^.

GO terms analysis showed that space microgravity upregulated genes associated with biological processes related to muscle system process (GO:0003012, adjusted *p*-value 4.91E−09), muscle contractions (GO:0006936, adjusted *p*-value 7.77E−09), heart process (GO:0003015, adjusted *p*-value 8.21E−05) and heart contraction (GO:0060047, adjusted *p*-value 1.54E−04) (Fig. 2b, Supplementary Table 3). 

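Of the genes drawn in Fig. 3a for these processes, 46 were tested and all were higher in ISS µG, with a median log_2_(fold change) of 1.02 (0.54 to 2.43). An edgeR adjusted *p*-value under 0.05 was reached by 1, *TNNI3*, and 10 reached it in a fit that left out 1 culture. The genes were selected by the same counts, so their common direction carries no further test.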

Upregulated DEGs like *MYL2*, *ATP2B4*, *EDNRB*, and *IGF2* were identified in enriched GO terms associated with muscle system process and muscle contraction (Fig. 3).

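*ATP2B4*, on chromosome 1 from 203626832 to 203744081 on the plus strand, was at 178 ± 38.4 CPM in ISS µG and 78.1 ± 34.2 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.19 (standard error 0.32, edgeR adjusted *p*-value 0.198). Fits that leave out 1 culture gave it 0.87 to 1.48. *MYL2* (chromosome 12 from 110910819 to 110921443 on the minus strand) ranged over 1.89 to 2.82, *EDNRB* over 0.96 to 1.26 and *IGF2* over 1.55 to 2.33 in the same fits.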

In addition, upregulation of genes known to be involved with cardiac development and contraction was observed, including *MYL2, TNNI3*, *RYR2, TCAP*, and *SCN5A* (Supplementary Table 7) Genes relevant for cardiac conduction were also observed, including *ATP2B4, PRKACA*, and *ANK2* (Supplementary Table 7).

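*RYR2* was at 187 ± 33.2 CPM in ISS µG and 102 ± 24.3 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.87 (standard error 0.20, edgeR adjusted *p*-value 0.177). For *TCAP* the counts gave 149 ± 24.8 CPM in ISS µG and 82.7 ± 13.7 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.85 (standard error 0.17, edgeR adjusted *p*-value 0.138). *PRKACA* averaged 24.3 ± 1.504 CPM in ISS µG and 12.6 ± 5.55 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.94 (standard error 0.30, edgeR adjusted *p*-value 0.248). *ANK2* had 126 ± 19.2 CPM in ISS µG and 73.4 ± 26.4 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.78 (standard error 0.25, edgeR adjusted *p*-value 0.253). *TNNI3* (chromosome 19 from 55151767 to 55157773 on the minus strand) is the only gene of Supplementary Table 7 that edgeR called. It was called in 1 of the 6 fits that leave out 1 culture, with a log_2_(fold change) of 1.37 to 1.80.

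A list of calcium handling and conduction genes had 20 of 28 tested members higher, with a median of 0.32 (camera adjusted *p*-value 7.26e-06). Outside the paper's tables the members' camera adjusted *p*-value was 0.140, and with the correlation among the members estimated from the 6 cultures the adjusted *p*-value was 0.217.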

Similar results were observed in GO in terms of cellular components and molecular functions associated with upregulated genes involved in muscle structure. These included sarcomere (GO:0030017, adjusted *p*-value 1.76E−03), myofibril (GO:0030016, adjusted *p*-value 1.76E−03), cation channel complex (GO:0034703, adjusted *p*-value 1.04E−02), contractile fiber (GO:0043292, adjusted *p*-value 1.76E−03), z disc (GO:0030018, adjusted *p*-value 9.17E−03) and I band (GO:0031674, adjusted *p*-value 1.05E−02) (Fig. 4, Supplementary Table 3).

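Of 34 tested sarcomere genes, 22 were higher and 12 lower in ISS µG, with a median log_2_(fold change) of 0.14 (camera adjusted *p*-value 0.000167). Members outside the paper's tables gave a camera adjusted *p*-value of 0.200, and with the correlation among the members estimated from the 6 cultures the adjusted *p*-value was 0.217. The median of the list stayed between 0.073 and 0.27 when each culture was left out.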

**Fig. 4:**
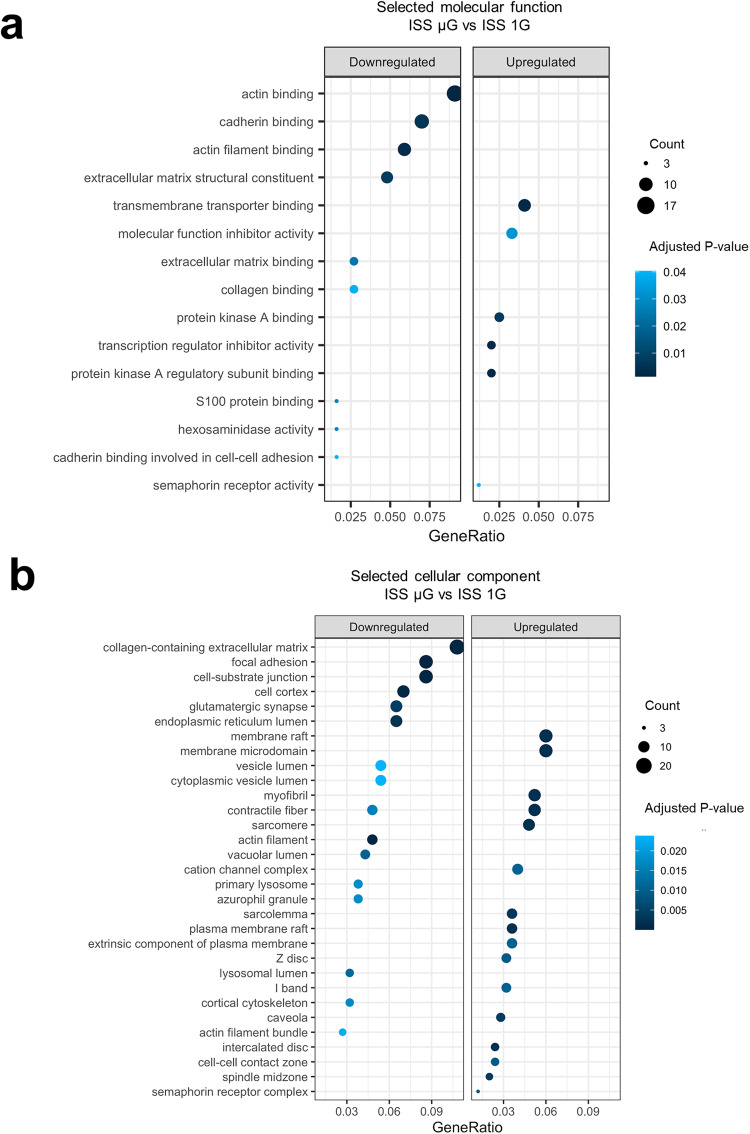
Gene ontology (GO) terms identified by RNA-sequencing analyses of hiPSC-CMs exposed to space microgravity. **a** Dot plot showing upregulated and downregulated genes clustered by GO enrichment analysis of molecular function from ISS µG and ISS 1G samples (*n* = 3 cultures) collected 3 weeks after thawing onboard ISS (long-term exposure to microgravity). **b** Dot plot showing upregulated and downregulated genes clustered by GO enrichment analysis of cellular components. GSEA gene set enrichment analysis, ISS 1G the 1G condition on the International Space Station, ISS µG the microgravity condition on the International Space Station.

GO terms of membrane raft (GO:0045121, adjusted *p*-value 1.86E−03) and membrane microdomain (GO:0098857, adjusted *p*-value 1.86E−03) were among the top upregulated cellular components (Fig. 4, Supplementary Table 3). Membrane/lipid rafts and microdomains play an important role in targeting and controlling the interaction of proteins including cardiac channel subunits localized in lipid rafts^30^.

GO terms related to protein kinase A were also upregulated (Fig. 4, Supplementary Table 3). These included protein kinase A binding (GO:0051018, adjusted *p*-value 7.32E−03) and protein kinase A regulatory subunit binding (GO:0034237, adjusted *p*-value 2.94E−03). 

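Of 11 tested genes of A-kinase anchoring proteins, 8 were higher in ISS µG, with a median log_2_(fold change) of 0.16, and 2 had an unadjusted edgeR *p*-value under 0.05. These were *AKAP6* and *AKAP13*. *AKAP6* was at 74.6 ± 2.58 CPM in ISS µG and 46.4 ± 13.1 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.69 (standard error 0.20, edgeR adjusted *p*-value 0.229). For *AKAP13* the counts gave 166 ± 28.3 CPM in ISS µG and 114 ± 5.04 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.54 (standard error 0.14, edgeR adjusted *p*-value 0.198).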

Protein kinase A plays a central role in cardiac function by enhancing Ca^2+^ cycling and increasing cardiac muscle contractility^31^. Protein kinase A also regulates fuel supply and energy-generating pathways, moving cardiomyocytes from glucose toward lipid metabolism as an energy source^32^.

### Long-term exposure to space microgravity reduces expression of genes associated with extracellular matrix (ECM) regulation

Our transcriptomics analyses also revealed the downregulation of extracellular structures associated with 3D hiPSC-CMs under space microgravity. For example, downregulated DEGs including *ITIH5*, *COL4A4*, *PTPR21*, COL26A1, and *HPX* were associated with ECM regulation (Supplementary Table 8). 

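Supplementary Table 8 has 20 genes in the counts, of which 18 were tested and all were lower in ISS µG, with a median log_2_(fold change) of −1.07. *MATN2* was the 1 that edgeR called. *COL26A1* was at 0.853 ± 0.351 CPM in ISS µG and 4.36 ± 1.44 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −2.29 (standard error 0.45, edgeR adjusted *p*-value 0.138). For *PTPRZ1* the counts gave 0.171 ± 0.296 CPM in ISS µG and 1.84 ± 0.456 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −4.15 (standard error 1.22, edgeR adjusted *p*-value 0.227). *HPX* averaged 1.10 ± 1.22 CPM in ISS µG and 5.44 ± 2.06 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −2.17 (standard error 0.74, edgeR adjusted *p*-value 0.272). *PTPRZ1* had 5, 0 and 0 counts in ISS µG cultures 1, 2 and 3 and 26, 104 and 60 counts in ISS 1G cultures 4, 5 and 6. *ITIH5* and *COL4A4* did not pass the low-count filter. *ITIH5* had 0, 0 and 0 counts in ISS µG cultures 1, 2 and 3 and 4, 56 and 11 counts in ISS 1G cultures 4, 5 and 6, at least 3.30-fold lower in ISS µG. *COL4A4* had 0, 1 and 0 counts in ISS µG cultures 1, 2 and 3 and 10, 14 and 68 counts in ISS 1G cultures 4, 5 and 6, at least 5.02-fold lower. The bound for *ITIH5* rests mostly on ISS 1G culture 5 and that for *COL4A4* mostly on ISS 1G culture 6.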

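All 15 genes of Supplementary Table 9 were lower in ISS µG, with a median log_2_(fold change) of −0.93 and edgeR adjusted *p*-values from 0.0977 to 0.260. *ITGA11* was at 1.20 ± 0.493 CPM in ISS µG and 7.56 ± 5.56 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −2.65 (standard error 0.56, edgeR adjusted *p*-value 0.153). For *PROCR* the counts gave 4.72 ± 2.51 CPM in ISS µG and 24.0 ± 15.5 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −2.30 (standard error 0.50, edgeR adjusted *p*-value 0.159). *ANXA1* averaged 9.97 ± 3.33 CPM in ISS µG and 35.7 ± 19.9 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −1.83 (standard error 0.38, edgeR adjusted *p*-value 0.152). *LIMA1* had 1.80 ± 0.947 CPM in ISS µG and 6.49 ± 2.80 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −1.79 (standard error 0.47, edgeR adjusted *p*-value 0.196). For all 15 genes every ISS µG culture lay below every ISS 1G culture. A separation in 1 direction or the other happens for 10% of genes by chance. These 15 genes were selected on the same counts, so their separation carries no further test.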

Downregulated DEGs including *ITGA11*, *PROCR*, *ANXA1*, and *LIMA1* were associated with focal adhesion (Supplementary Table 9).

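Genes of the actin cytoskeleton and targets of SRF were lower in ISS µG for 23 of 30 tested members, with a median log_2_(fold change) of −0.45 (camera adjusted *p*-value 1.58e-07). Outside the paper's tables the members gave a camera adjusted *p*-value of 0.113, and with the correlation among the members estimated from the 6 cultures the adjusted *p*-value was 0.217. Its median lay between −0.49 and −0.25 in the fits that leave out 1 culture.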

GO term analysis performed on downregulated genes revealed downregulation of biological process terms like actin filament organization (GO:0007015, adjusted *p*-value 1.75E−06), wound healing (GO:0042060, adjusted *p*-value 0.00317314), and endothelial cell migration (GO:0043542, adjusted *p*-value 0.00704613) (Fig. 2b, Supplementary Table 6). Downregulated molecular process terms included actin binding (GO:0003779, adjusted *p*-value 1.34E−03), cadherin binding (GO:0045296, adjusted *p*-value 5.84E−03), and collagen binding (GO:0005518, adjusted *p*-value 3.96E−02) (Fig. 4, Supplementary Table 6). Downregulated cellular component terms included collagen-containing extracellular matrix (GO:0062023, adjusted *p*-value 1.45E−06), focal adhesion (GO:0005925, adjusted *p*-value 2.59E−04), primary lysosome (GO:0005766, adjusted *p*-value 1.76E−02) and myofibril (GO:0030016, adjusted *p*-value 3.19E−02) (Fig. 4, Supplementary Table 6). 

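ECM ligand genes had a median log_2_(fold change) of −0.090 over 37 tested members (camera adjusted *p*-value 0.183), with 21 lower and 16 higher in ISS µG, and limma voom moved that median to 0.0077. Leaving out each culture gave it medians of −0.33 to −0.059 and camera adjusted *p*-values of 0.0344 to 0.226. Among 15 tested integrin genes the median was −0.35 (camera adjusted *p*-value 0.0870), with 11 lower and 4 higher. The integrin medians without 1 culture were −0.50 to −0.13 (camera adjusted *p*-values 0.0194 to 0.233). At equal depth, chosen after seeing the data, the integrin list's camera adjusted *p*-value was 0.0427. For 14 tested fibroblast genes the median was −0.56 (camera adjusted *p*-value 0.0522), with 9 lower and 5 higher. Fibroblast medians without 1 culture were −0.73 to −0.16 (camera adjusted *p*-values 0.00393 to 0.226). The fibroblast list's camera adjusted *p*-value was 0.0267 at equal depth and 0.787 for members outside the paper's tables.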

Consistently, KEGG pathway mapping revealed downregulated genes in pathways of ECM–receptor interaction (HSA04512) and focal adhesion (HSA04510) (Supplementary Fig. 2).

### Long-term exposure to space microgravity alters expression of long non-coding RNAs (lncRNAs)

Our transcriptomics analyses revealed altered expression in a limited number of lncRNAs associated with 3D hiPSC-CMs under long-term exposure to space microgravity (Supplementary Tables 1 and 2). 

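The edgeR quasi-likelihood test called 0 of 1616 tested lncRNA genes over the 3 ISS µG and 3 ISS 1G cultures, and 141 had an unadjusted *p*-value under 0.05. DESeq2 called 13 at its default settings, 9 higher and 4 lower. Of the paper's lncRNAs, 9 were found by name and 8 were tested, of which 6 were higher and 2 lower, all with an unadjusted edgeR *p*-value under 0.05. The strand setting of the counting is not named in the paper's text, so reads of lncRNAs that overlap a gene on the opposite strand are less certain.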

Among the 14 lncRNA showing altered expression, 9 were upregulated and 5 downregulated. Two among the 9 upregulated lncRNA were recently found to have important roles in cardiomyocyte development and functions. 

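*LINC00881*, on chromosome 3 from 157089634 to 157135557 on the plus strand, was higher in ISS µG. Its counts gave 284 ± 62.1 CPM in ISS µG and 160.3 ± 39.8 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.82 (standard error 0.21, edgeR adjusted *p*-value 0.193). Its DESeq2 adjusted *p*-value at default settings was 0.00838. *LINC00880* overlaps it on the opposite strand, so reads from the overlap are less certain if the counting was unstranded. Of the targets named, *RYR2* was higher in every ISS µG culture than in any ISS 1G culture, while *MYH6* and *CACNA1C* overlapped between the conditions. *MYH6* was at 13132 ± 1722 CPM in ISS µG and 11763 ± 2412 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.16 (standard error 0.15, edgeR adjusted *p*-value 0.691). For *CACNA1C* the counts gave 48.0 ± 3.44 CPM in ISS µG and 44.8 ± 6.97 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.10 (standard error 0.15, edgeR adjusted *p*-value 0.813).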

*LINC00881* (long intergenic non-protein coding RNA 881, adjusted *p*-value 9.41E−03) was identified as an essential regulator of sarcomere and calcium channel gene expression including *MYH6, CACNA1C*, *RYR2*, and *LINC00881* knockdown was shown to significantly reduce peak calcium amplitude in beating cells^33^. 

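*BANCR*, on chromosome 9 from 69296678 to 69311111 on the minus strand, was higher in every ISS µG culture than in any ISS 1G culture. Its level was 207 ± 9.98 CPM in ISS µG and 115 ± 15.7 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.84 (standard error 0.13, edgeR adjusted *p*-value 0.0589). Over the fits that leave out 1 culture the log_2_(fold change) was 0.78 to 0.96. DESeq2 at default settings gave an adjusted *p*-value of 1.61e-05.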

*BANCR* (BRAF-activated non-protein coding RNA, adjusted *p*-value 1.85E−05) was shown to be expressed in fetal heart and pluripotent stem-cell-derived cardiomyocytes, and functional studies also revealed that *BANCR* promoted cardiomyocyte migration in vitro and ventricular enlargement in vivo^34^. Many of the altered lncRNA are transcripts without a defined function; further studies are needed to evaluate their possible role in cardiac development and function. In addition, proper methods for lncRNA sequencing such as library preparation and sequencing depth setting are needed for future projects related to microgravity in order to confirm these initial findings and perform a network-based analysis to gain a deeper insight.

### RNA-seq analysis comparison between short-term and long-term exposure to space microgravity

We previously described the changes in gene expression during a short-term (3 days) exposure of cardiac progenitors to space microgravity^18^ and in this study, we examined the effect of a long-term (3 weeks) exposure to space microgravity. 

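In the long-term cultures, the genes of Supplementary Table 10 were higher in ISS µG for 8 of 11, and *FGFR2* (−0.69, standard error 0.14), *CSRP2* (−0.89, standard error 0.21) and *MGST1* (−1.13, standard error 0.23) were lower on the log_2_ scale. All 8 tested genes of Supplementary Table 11 were lower, with a median log_2_(fold change) of −1.22. The edgeR adjusted *p*-value of each of these genes was above 0.05, and all 19 tested had an unadjusted *p*-value under 0.05. *EFEMP1* and *ACTG1* of Supplementary Table 11 are not in Supplementary Table 2, the paper's list for the long-term cultures. DESeq2 with its filtering tuned to 0.05, chosen after seeing the data, called 7 of the 9 genes of Supplementary Table 11. The short-term cultures are not analysed here.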

By comparing the RNA-seq data from long-term exposure to space microgravity with those from short-term exposure, we observed a number of common upregulated and downregulated genes, including 11 upregulated genes and 9 downregulated ones (Supplementary Tables 10 and 11). Among the commonly upregulated genes, we found the aforementioned *CCND2*, which has roles in the cell cycle, proliferation, and cardiac differentiation, and FGFR2 (FGF receptor 2) which by binding with protein FGF10 mediates the differentiation of stem cells into cardiomyocytes^35^. 

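After the long-term exposure both *MYO18B* and *TFRC* were higher in every ISS µG culture than in any ISS 1G culture, as 10% of genes are, in 1 direction or the other, by chance. Both were selected on the same counts, so their separation carries no further test. *MYO18B* was at 94.4 ± 21.6 CPM in ISS µG and 48.6 ± 11.3 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.96 (standard error 0.21, edgeR adjusted *p*-value 0.176). For *TFRC* the counts gave 288 ± 42.7 CPM in ISS µG and 158 ± 41.1 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.87 (standard error 0.19, edgeR adjusted *p*-value 0.175).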

Most of the other upregulated genes have roles related to cardiac function, such as *ATP2B4* which is involved in cardiac contraction and conduction, *MYO18B* (Myosin-18B) which binds actin thin filaments and is incorporated in sarcomeres of cardiomyocytes, and *TFRC* (Transferrin receptor) which promotes iron uptake through the transferrin cycle essential for cardiac function^36^. The common downregulated genes show that microgravity affected the extracellular matrix regulation, including the aforementioned downregulated gene *LIMA1* which is involved in focal adhesion while *EFEMP1* (EGF containing fibulin extracellular matrix protein 1) encodes Fibulin-3, an extracellular matrix glycoprotein. 

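*EFEMP1* had 2, 0 and 0 counts in ISS µG cultures 1, 2 and 3 and 3, 26 and 201 counts in ISS 1G cultures 4, 5 and 6. That is at least 11.3-fold lower in ISS µG in the mean, a bound that rests mostly on ISS 1G culture 6. The cultures of the conditions overlap, and the gene did not pass the low-count filter. *LIMA1* (chromosome 12 from 50175788 to 50283520 on the minus strand) ranged over −2.29 to −1.50 on the log_2_ scale in the fits that leave out 1 culture.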

A deficiency of Fibulin-3 was recently shown to protect cardiac spheroids against cardiac fibrosis and improving their vascular network^37^. Other downregulated genes are involved in cell senescence and apoptosis, like *TKT* (Transketolase) which promotes cardiomyocyte apoptosis via the cleaved Parp1/Aif pathway^38^ and DNA-damage inducible transcript 3 (*DDIT3*) which is involved in endoplasmic reticulum protein processing and plays a role in cardiomyocyte senescence^39^. These results suggest that even short-term exposure to microgravity improved cardiomyocyte differentiation, cell survivability, and cardiac functions and that some of those changes were not temporary but maintained in the long-term ISS cultures.

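*TKT* was at 31.2 ± 10.1 CPM in ISS µG and 73.0 ± 16.7 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −1.22 (standard error 0.24, edgeR adjusted *p*-value 0.138). For *DDIT3* the counts gave 18.1 ± 6.56 CPM in ISS µG and 42.9 ± 23.9 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of −1.23 (standard error 0.38, edgeR adjusted *p*-value 0.245). For *DDIT3* the ISS µG and ISS 1G cultures overlap.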

## Discussion

Following transcriptomics analyses of live cell samples, we found that 3D cardiac spheres that were under long-term space microgravity (3 weeks on the ISS) were in a state of increased cell growth and cardiac differentiation compared with the ISS 1G control samples. We also discovered that long-term exposure to space microgravity resulted in gene expression profiles of enhanced cardiac development and function. Additionally, the downregulation of genes associated with extracellular matrix was observed in the ISS µG samples compared with the ISS 1G samples. Our conclusions are based on the results of DEGs identified by RNA-seq together with both the GO term analysis and the KEGG pathway mapping.

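The paper reasons from called genes to processes. Genes called between ISS µG and ISS 1G were assigned to GO terms and KEGG maps. Terms of the higher genes included muscle development, contraction and cell division, and those of the lower genes included the extracellular matrix and axon development. From these the paper concludes that growth and cardiac differentiation had increased. In the deposited counts, the number of called genes depends on the filter and the test. The paper's enrichment of GO terms and KEGG maps was not rerun, so its dependence on the settings is not known. For the lists tested with camera, which uses no called genes, the number past the threshold depends on how the correlation among members is treated. By contrast 0 of 87 genes examined singly changed direction under an alternative setting. Most of these 87 were chosen because the paper calls them changed, so a stable direction says little about other genes, and 2 of 11 genes of A-kinase anchoring proteins changed sign in a fit that left out 1 culture. The step from genes to processes was taken here with lists fixed by hand in place of GO terms. Scores of the G2/M list, the mean over its members of log_2_(CPM) less the mean of the 6 cultures, were 0.077, 0.093 and 0.70 in ISS µG cultures 1, 2 and 3 and −0.31, −0.19 and −0.37 in ISS 1G cultures 4, 5 and 6 (exact two-sided permutation *p* = 0.1, n = 3). Scores of the sarcomere list were 0.25, 0.052 and 0.23 in ISS µG cultures 1, 2 and 3 and −0.089, −0.017 and −0.42 in ISS 1G cultures 4, 5 and 6 (exact two-sided permutation *p* = 0.1, n = 3). With 3 against 3 cultures this *p* cannot fall below 0.1. Of all 15 lists, 10 passed a camera adjusted *p*-value of 0.05, 5 did so with the genes of the paper's tables, which were selected on the same counts, left out, and 0 did so with the correlation estimated from the cultures, where 1 had an unadjusted *p*-value under 0.05. That version of camera has few residual degrees of freedom with 6 cultures. The pluripotency list, whose estimated correlation is −0.15, lost its place too, so members varying together are not the only reason.

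**Figure D3:**
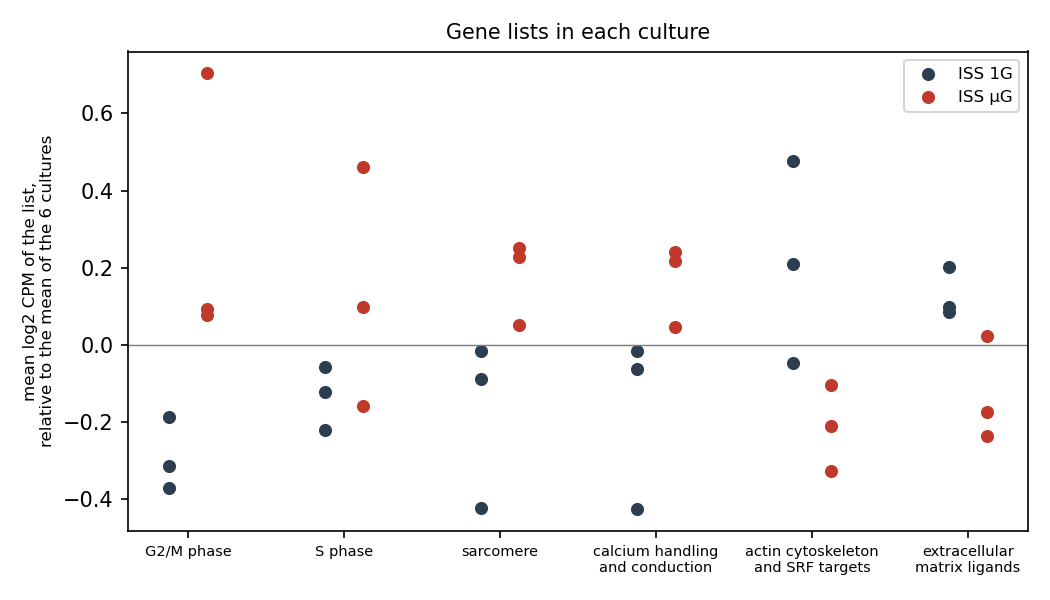
Mean log2 CPM relative to the mean of the 6 cultures for the G2/M, S-phase, sarcomere, calcium handling, actin and SRF, and ECM ligand lists in each ISS µG and ISS 1G culture.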

These effects of long-term exposure to space microgravity on hiPSC-CMs were also consistent with the previous findings on 3-day (short-term) exposure to space microgravity^18^. In our previous study, we also examined by quantitative RT-PCR analysis of the expression of genes related to cell cycle and cell proliferation (such as *CCND1* and *CCND2*), cardiac structure (such as *MYL2 and TNNI3*), and Ca^2+^ handling (such as *ATP2B4*) in both short-term and long-term ISS cultures. We confirmed that the changes in the expression of these genes observed in short-term exposure to microgravity were also present in long-term exposure samples^18^, which was consistent with gene expression changes detected by RNA-seq in this study.

Beneficial effects of microgravity such as increased proliferation have also been observed in other cell types. Compared with ground-based control, neonatal cardiovascular progenitors cultured aboard the ISS for 30 days had enhanced cell proliferation^40^. Under simulated microgravity, bone marrow-derived human mesenchymal stem cells^41^ and adipose-derived stem cells^42^ had increased cell proliferation. In addition, the culture of human mesenchymal stem cells on the ISS for 7 and 14 days increased the immunosuppressive capacity of the cells, which could facilitate the use of these cells in therapy^43^. Together, our study adds to the currently limited body of research on human cardiac cells in space and on changes in the proliferation and differentiation of cells in microgravity.

An innovative aspect of our project is that cells were cultured at 37 °C using the MVP system on the ISS. The MVP is configured to load multiple cultures under both ISS μG and ISS 1G conditions; the 1G condition on the ISS was achieved by centrifugation of one carousel within the same MVP system. Consequently, it allowed for better characterization of the impact of space microgravity alone on gene expression of stem-cell-derived cardiomyocytes. Unlike a ground control, the 1G condition obtained through the MVP module allowed us to focus only on the effect of space microgravity without any background noise related to the space environment, such as space radiation, that could potentially alter or mask the effect of microgravity on gene expression. Therefore, the effects of space microgravity on the growth and development of cardiac progenitors we observed were independent of other potential external factors that might also affect cultures on the ISS.

Our RNA-seq results indicate enhanced cardiac differentiation. For instance, we detected upregulation of genes known to be involved with cardiac development, contraction, and conduction such as *MYL2, TNNI3, SCN5A, ATP2B4*, and *RYR2*. Consistently, the KEGG pathway map of “adrenergic signaling in cardiomyocytes” shows a similar pattern of gene expression necessary for proper cardiomyocyte electrophysiology and contraction. These results are consistent with our observation that space microgravity improved intracellular Ca^2+^ handling in hiPSC-CMs^18^. In addition, increased expression of Ca^2+^ handling and signaling genes has been observed in human cardiovascular progenitors following spaceflight^13,44^. Increased expression of genes associated with mitochondrial metabolism and cardiac structural proteins has also been observed in 2D cultures of late-stage hiPSC-CMs following spaceflight^12^. Together, these results indicate that space microgravity can potentially affect the function of cardiac cells, although additional functional studies are needed for the quantification of the effects of microgravity.

Our results also suggest that exposure to space microgravity could lead to enhanced cell proliferation. For example, we detected upregulation of genes involved with the regulation of cell division such as *KIF14*, *IGF2*, *KIF18B*, *SUSD2*, *RBL1*, and *AURKB*. While not included in any specific GO terms associated with proliferation, upregulation of cell cycle regulators *CCND1*, *CCND2*, *IGF2*, and *TBX3* were also detected. These genes play a role in cell cycle, cell proliferation, and heart regeneration^45–48^. 

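*CCND1* lies on chromosome 11 from 69641156 to 69654474 on the plus strand. *CCND1* was at 129 ± 16.6 CPM in ISS µG and 65.7 ± 6.39 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 0.97 (standard error 0.14, edgeR adjusted *p*-value 0.0540). For *TBX3* the counts gave 72.8 ± 19.9 CPM in ISS µG and 36.0 ± 10.1 CPM in ISS 1G (SD, n = 3), with a log_2_(fold change) of 1.02 (standard error 0.26, edgeR adjusted *p*-value 0.193). In the fits that leave out 1 culture *CCND1* ranged over 0.87 to 1.06 and *TBX3* over 0.81 to 1.23.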

For example, in a swine model of myocardial infarction, *CCND2* overexpression in hiPSC-CMs enhances myocardial repair^49^. In addition, we observed that the expression of *CCND1*, *CCND2*, *IGF2*, and *TBX3* was highly upregulated in cardiac progenitor cells subjected to both a short-term exposure (3 days) and a long-term (3 weeks) to space microgravity as detected by quantitative RT-PCR^18^, further confirming their role in cardiac differentiation and proliferation. *CCND2* together with other cell cycle regulator genes identified in this study could be interesting targets for future investigation since factors that stimulate the proliferation of cardiomyocytes or cardiac progenitors could help to enhance the generation of cardiomyocytes from hiPSCs and facilitate their application in basic and translational studies. Therefore, the ISS experiments are valuable for understanding the mechanisms to generate functional cardiomyocytes under 1G conditions in a more efficient way for different applications. Future studies are needed to focus more on mechanistic aspects of the cardiomyogenic effects of microgravity, since elucidation of the mechanisms may contribute to generating functional cardiomyocytes under 1G conditions.

In addition to GO analysis, KEGG pathway maps were useful for visualizing underlying processes that may contribute to the overall transcriptomic profile. Adrenergic signaling pathway mapping, for instance, was helpful in confirming one of the underlying mechanisms by which the ISS µG hiPSC-CMs were able to show enhanced cardiac function. Likewise, downregulated genes in the KEGG pathway of ECM-receptor interaction were also consistent with what was observed from GO analysis in terms of ECM-related terms and focal adhesion. Whether the downregulation of genes in ECM-term and focal adhesion is relevant to cell proliferation and cardiac development in the context of in vitro 3D hiPSC-CM system remains an interesting question, since ECM downregulation has been previously reported to promote cardiac dedifferentiation and proliferation by regulating mechanical stiffness of its microenvironment^50^.

In this study, we investigated the impact of long-term space microgravity on the transcriptome of hiPSC-CMs by comparing cultures under the ISS µG condition with the ISS 1 G condition. The 3-week cultures on the ISS revealed interesting changes in their transcriptome but were not without limitations. First, space experiment conducted on the ISS poses a common challenge of limited samples retrieved for further analysis. Greater numbers of replicates and cells returned would be desirable for future studies to better understand the functional implications of DEGs observed. Nevertheless, the role of outstanding DEGs identified in this study remains an interesting target for future research. Second, the cellular composition of our 3D cultures contained mostly cardiomyocytes^18^ and the role of cardiac fibroblasts in this process is lesser known. One interesting question to address in a future study may be to better understand the interaction occurring between cardiac cells and non-cardiac cells in 3D hiPSC-CMs, and how the cell composition may change in extended culture in space. Third, a more advanced cell culture module with improved imaging and other characterization tools would help retrieve more visual data during cell culture and between medium changes. For such purposes, future improvements in flight hardware with automated and more advanced imaging systems and other characterization tools would be desirable.

In conclusion, our transcriptomics analyses provide insight into the developmental process of cryopreserved 3D cardiac progenitors under extended exposure to space microgravity. Our findings suggest that the combination of microgravity and the 3D culture leads to increased differentiation and proliferation of cardiac progenitors, which could lead to highly desired future applications of hiPSC-CMs in therapy. Furthermore, genes and pathways identified here may be targets for future research on Earth to mimic the effects of space microgravity.

## Methods

### Cell culture and cryopreservation of cardiac progenitor spheres

For the spaceflight experiment, we prepared cryopreserved cardiac progenitor spheres from IMR90 hiPSC lines (WiCell Research Institute) that were cultured in a feeder-free condition on Matrigel-coated plates and daily fed with mTeSR1 medium. For the induction of IMR90 cardiomyocyte differentiation, hiPSCs were treated with growth factors^51,52^. Briefly, when compact colonies reached >95% confluence, cells were treated with 100 ng/mL activin A from differentiation day 0 till day 1 and then 10 ng/mL bone morphogenic protein-4 (BMP4) from day 1 till day 4 in RPMI/B27 insulin-free medium (RPMI 1640 with 2% B27 minus insulin). Cells were maintained in RPMI/B27 medium (RPMI 1640 with 2% B27 supplement with insulin) until differentiation day 6 when cardiac progenitor spheres were generated using microscale tissue engineering using Aggrewell 400 plates (STEMCELL Technologies)^53^. Briefly, cells were dissociated using 0.25% trypsin-EDTA (Thermo Fisher Scientific), resuspended for cell counting, then seeded into the Aggrewell 400 plates at a concentration of 1.8 × 10^6^ cells/well (1500 cells/microwell). Cells were cultured in RPMI/B27 medium and 10 μM ROCK inhibitor Y-27632 to facilitate cell survival following dissociation^54^. After 24 h, cardiac spheres were cryopreserved.

For cryopreservation, cardiac progenitor spheres were resuspended in 0.5 mL cryopreservation medium (90% fetal bovine serum and 10% dimethyl sulfoxide with 10 μM ROCK inhibitor) and transferred into cryosyringes at 0.5 mL/cryosyringe. Cardiac spheres were initially pre-cooled at 4 °C for up to 25 min to maximize cryopreservation efficiency and then stored at −80 °C in a cooling box.

### ISS cell culture operation

For thawing cells on the ISS, cryosyringes containing cardiac progenitor spheres were placed in a thermoblock at 37 °C for 5 min. The cells were then injected into cell culture chambers of the MVP modules containing a CO_2_-independent medium with 10 μM ROCK inhibitor^55^. The MVP modules were re-installed into the MVP facility, which started with a medium flush cycle to replace the medium with a new culture medium (20 mL per chamber; ~2× chamber volume), to flush out the DMSO in the cryopreserved cell solution (0.5 mL/cryosyringe). The cells were cultured at 37 °C in the MVP system for 22 days on the ISS with medium exchange every other day.

At the end of the mission, live cultures were returned to the ground via warm storage after having been cultured aboard the ISS. Upon arrival at Emory University, cardiac spheres were transferred immediately into an incubator and let recover overnight. The following day cardiac spheres were transferred from the collection bags into low adhesion dishes. Medium was changed from CO_2_-independent medium to standard cardiomyocyte culture medium (RPMI/B27 medium), and cardiac spheres were then maintained overnight, followed by RNA isolation.

### RNA-seq analyses

RNA was isolated using RNeasy Mini Kit (Qiagen) as per the manufacturer’s instructions. RNA concentration was measured using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific). RNA sequencing, quality control, and transcriptome mapping were done by the Yerkes National Primate Research Center of Emory University. Total RNA quality was tested using an Agilent 4200 TapeStation and RNA 6000 Nano and Pico Chip (Agilent Technologies). RNA samples of triplicate ISS µG and ISS 1G cultures collected after long-term exposure to space microgravity were subjected to library preparation and sequencing.

Two nanograms of total RNA were used as input for cDNA synthesis, using the Clontech SMART-Seq v4 Ultra Low Input RNA kit (Takara Bio) according to the manufacturer’s instructions. Amplified cDNA was fragmented and appended with dual-indexed bar codes using the NexteraXT DNA Library Preparation kit (Illumina). Libraries were validated by capillary electrophoresis on an Agilent 4200 TapeStation, pooled at equimolar concentrations, and sequenced on an Illumina NovaSeq 6000 at 100SR, yielding an average of 30 million reads per sample. Alignment was performed using STAR version 2.7.3a and transcripts were annotated using GRCh38. Transcript abundance estimates were calculated internally to the STAR aligner using the algorithm of htseq-count^56^.

All downstream analyses were performed in R 4.1.2. Read count normalization and differential expression analyses were performed using DESeq2 R package 1.34.0^57^. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of differentially expressed genes were done with a default *p*-value cutoff of 0.05 using clusterProfiler R package 4.2.2 and Chord diagrams were generated using GOplot 1.0.2^58,59^.

### Supplementary information

Supplemental material

## Data Availability

RNA-seq data reported in this paper is available at GEO: GEO accession number GSE228063.

# Supplementary material for: Space microgravity increases expression of genes associated with proliferation and differentiation in human cardiac spheres
**Source:** NPJ Microgravity. 2023 Dec 9;9:88. doi: 10.1038/s41526-023-00336-6
**Supplement:** Supplementary file 1 — Supplemental material

## **Supplementary Information**

### **Space microgravity increases expression of genes associated with proliferation and differentiation in human cardiac spheres**

Hyun Hwang<sup>1,\*</sup>, Antonio Rampoldi<sup>1,\*</sup>, Parvin Forghani<sup>1</sup>, Dong Li<sup>1</sup>, Jordan Fite<sup>2</sup>, Gene Boland<sup>2</sup>, Kevin Maher<sup>1</sup>, and Chunhui Xu<sup>1,3</sup>

\* These authors made equal contributions.

A

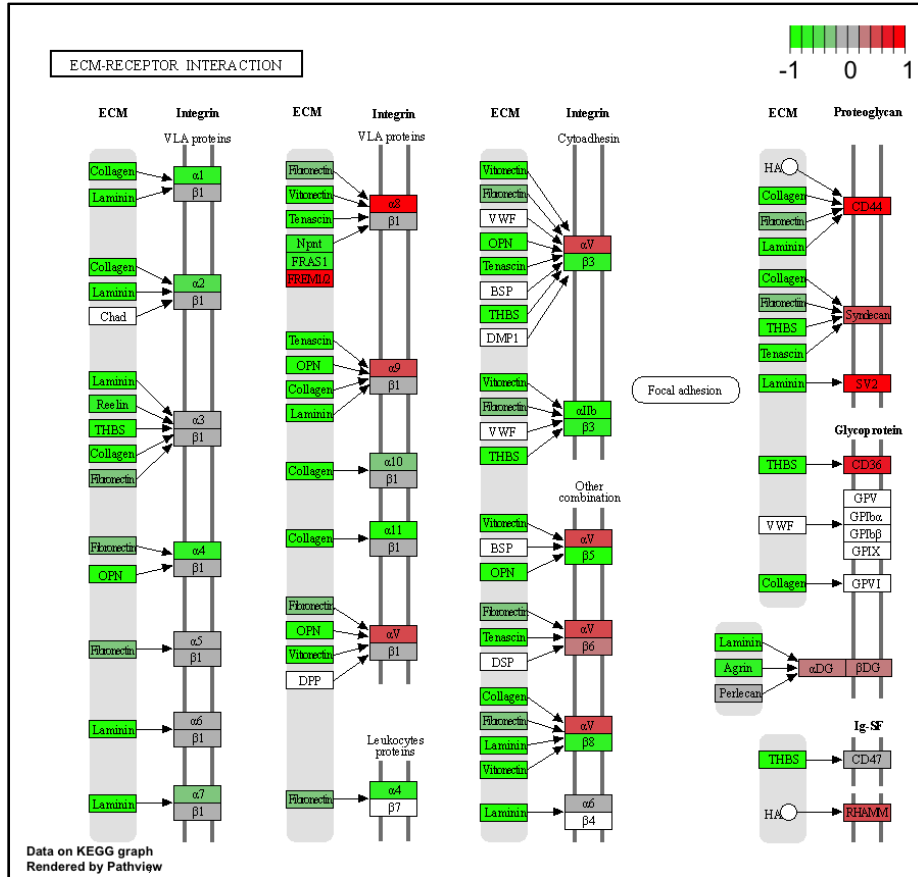

B

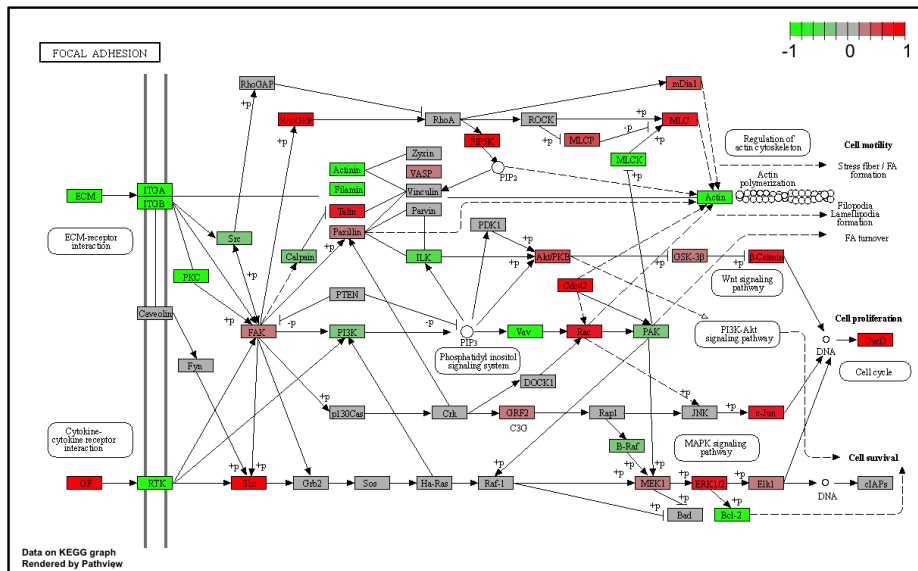

**Supplementary Figure 2. KEGG mapping of ECM-receptor interaction and focal adhesion pathways.** Pathway maps were derived from KEGG analysis using our RNA-seq data set. Each gene is color-coded by the KEGG analysis, indicating the level of expression upregulated or downregulated by space microgravity. (A) ECM-receptor interaction pathway in IMR90 cardiac spheres after 3 weeks in the ISS  $\mu$ G condition compared with the ISS 1G condition. (B) Focal adhesion pathway. KEGG, Kyoto Encyclopedia of Genes and Genomes. ISS 1G, the 1G condition on the International Space Station; ISS  $\mu$ G, the microgravity condition on the International Space Station.

Supplementary Table 1. 271 upregulated differentially expressed genes (DEGs) in the ISS  $\mu$ G condition compared with the ISS 1G condition.

Supplementary Table 2. 199 downregulated DEGs in the ISS  $\mu$ G condition compared with the ISS 1G condition.

Supplementary Table 3. Select upregulated GO terms in the ISS  $\mu$ G condition compared with the ISS 1G condition.

Supplementary Table 4. DEGs associated with regulation of cell division.

Supplementary Table 5. DEGs associated with muscle cell differentiation.

Supplementary Table 6. Select downregulated GO terms in in the ISS  $\mu$ G condition compared with the ISS 1G condition.

Supplementary Table 7. DEGs associated with cardiac contraction and conduction.

Supplementary Table 8. DEGs associated with regulation of ECMs.

Supplementary Table 9. DEGs associated with focal adhesion.

Supplementary Table 10. Common upregulated DEGs between short-term and long-term exposure to space microgravity.

Supplementary Table 11. Common downregulated DEGs between short-term and long-term exposure to space microgravity.

How the deposited data were processed for this re-analysis (not part of the article)

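The counts come from 6 cultures of cardiac spheres made from the IMR90 hiPSC line, 3 under microgravity (ISS µG, cultures 1, 2 and 3) and 3 in the onboard centrifuge (ISS 1G, cultures 4, 5 and 6), after 22 days on the ISS. The culture is the unit of replication, each culture gave 1 library, and all 6 were used. Conditions were assigned from the sample labels before the data were examined. The labels pair no ISS µG culture with an ISS 1G culture.

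The authors made the deposited count table by aligning 100-nt single reads of SMART-Seq v4 and Nextera XT libraries to GRCh38 with STAR 2.7.3a, counting reads per gene with the htseq-count algorithm inside STAR. The strand setting and the annotation release are not named in the paper's text. Reads were not realigned. The table holds whole-number counts of 58051 genes, of which 56948 gene identifiers have a symbol in GENCODE 44 (Ensembl 110, GRCh38). Positions are from that release, on the same build as the paper's alignment. The paper states an average of 30000000 reads per sample, while the total counts run from 9773178 to 44302038. No limit of detection is set by spike-ins or molecular barcodes, so a floor of 3 counts was set, and a gene at or below it in all cultures of a condition is given as a lower bound. This floor covers the error of counting reads and not the loss of molecules from 2 ng of RNA.

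Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with filterByExpr, TMM scaling and the condition as the only term, and *p*-values were adjusted by Benjamini-Hochberg over the 15583 tested genes. A gene is called at an adjusted *p*-value under 0.05. The log_2_(fold change) is ISS µG over ISS 1G. Its standard error is the absolute log_2_(fold change) divided by the square root of the F statistic, so it contains the moderation of the dispersions. Means and SDs are of CPM per culture. The common dispersion was 0.0644 and the prior degrees of freedom of the quasi-likelihood dispersion were 5.44. Principal components use log_2_(CPM) with a prior count of 2. Lists of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 15 lists with 461 members, and again with the correlation estimated from the 6 cultures. Summaries and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and the random seed was 1.

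The alternatives set before the data were examined were RLE, upper-quartile and library-size scaling in edgeR, no filter, a filter of at least 10 counts in every culture, DESeq2 1.42.0 at default settings and without independent filtering and Cook's cutoff, limma voom, edgeR's robust fit, mitochondrial genes left out, each culture left out, an added bound of 1 on the absolute log_2_(fold change) and an adjusted *p*-value under 0.01. Chosen after seeing the data were DESeq2 with its filtering tuned to 0.05, edgeR's likelihood ratio test, voom with sample quality weights, and counts drawn down to the smallest total. The paper's own calls were made with DESeq2.

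In simulated counts of 15583 genes with the same dispersions and depths, of which 200 were changed, edgeR called 68% of the changed genes with 6 of its 142 calls (4.23%) on unchanged genes, and DESeq2 called 73% with 39 of its 185 calls (21.1%) on unchanged genes. Camera found the 1 raised list and 0 others of 15 lists. The raised list held the genes raised in the simulation, and all simulated genes varied independently. Estimated correlations in the cultures reached 0.71 for the cholesterol synthesis list and 0.53 for the list of HIF targets. The simulation therefore does not show how camera treats lists whose members vary together.

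Genes given by name are those that the paper names in its text, in Fig. 2a or in the supplementary tables a conclusion rests on, and the 5 with the smallest adjusted *p*-value in each direction. Not every gene that the paper names is reported here. Of the 470 genes of Supplementary Tables 1 and 2, 464 were matched by name, older symbols included, and 6 were not. The 15 lists were typed by hand from general knowledge of each process, apart from the G2/M and S-phase lists, which are those of Seurat. They were written before the counts were seen but after the paper's tables were read. Their subjects, and the members typed by hand, may therefore follow the paper's calls on these counts. No GO or KEGG annotation was used, so the paper's enrichment *p*-values are not recomputed. The paper's data of the 3-day exposure are not analysed here.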

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

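The tests of equal depth and of GC content and transcript length were chosen only after the results were seen, as was the use of the estimated correlation to test members varying together (as an alternative setting it had been set before the data were examined) and the test of selection for the immediate early genes. The split tests, and for the hypoxia list the tests of selection and of depth in 1 group, were written down before those results were computed.

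Targets of HIF, a process the paper does not discuss, were higher in ISS µG. Over 57 tested genes the median log_2_(fold change) was 0.66, with 52 higher and 5 lower (camera adjusted *p*-value 1.39e-14 at an inter-gene correlation of 0.01). Over the 16 alternatives the median ran from 0.40 to 0.92 and the camera adjusted *p*-value from 5.93e-59 to 0.217. The list was not higher in every culture: its scores were 0.81, −0.37 and 0.55 in ISS µG cultures 1, 2 and 3 and −0.29, −0.36 and −0.34 in ISS 1G cultures 4, 5 and 6 (exact two-sided permutation *p* = 0.4, n = 3), so 2 of the 3 ISS µG cultures show the direction. Selection of the listed genes from the paper's tables is not the whole source, since 44 members outside the tables had a median of 0.42 and a camera p of 2.32e-08. The subject of the list was still chosen after those tables were read. For lower library depth in one group, 3 ISS 1G totals lie within the range of the ISS µG totals, but culture 2 alone sets the upper end of that range and the medians are 17345045 (ISS µG) and 37624098 (ISS 1G), so this comparison settles nothing. The median was 0.65 at equal depth, but drawing reads at random leaves the expected ratio as it is, so unequal depth of the cultures is not ruled out by this. Of 10000 random lists matched in GC content and transcript length, 0% were shifted as far. Members varying together between cultures remain as an explanation, with a camera p of 0.145 at the estimated correlation, though this form of camera also loses power from its few residual degrees of freedom with 6 cultures. Of the 10 splits of the 6 cultures, 4 gave a camera p as small and 5 gave one under 0.05. The pattern therefore cannot be told apart from members varying together or from a chance division of the cultures. A lower oxygen supply within the spheres of ISS µG cultures 1 and 3, in flight or in the nights on the ground before RNA isolation, is a hypothesis that could account for it. The diameter of the spheres and HIF1A protein in each culture would test it.

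Immediate early genes, which respond within an hour to handling and to growth signals, were higher in ISS µG as well. Their median log_2_(fold change) was 0.73 over 29 tested genes, with 23 higher and 6 lower (camera adjusted *p*-value 2.46e-11). Over the 16 alternatives the median ran from 0.35 to 0.79 and the camera adjusted *p*-value from 5.36e-18 to 0.217. Scores were 0.42, 0.30 and 0.76 in ISS µG cultures 1, 2 and 3 and −1.28, −0.091 and −0.12 in ISS 1G cultures 4, 5 and 6, so all 3 ISS µG cultures lay above all 3 ISS 1G cultures, where a separation in 1 direction or the other arises in 10% of cases by chance, and ISS 1G culture 4 lay lowest by far. For selection from the paper's tables, 22 members outside them kept a median of 0.35 and a camera p of 0.000229. For unequal depth, the median was 0.69 at equal depth, which does not rule depth out either. For GC content or transcript length, 0% of the matched random lists were shifted as far. With the correlation estimated from the cultures the camera p was 0.0569, and 1 of the 10 splits, the split by gravity itself, gave a camera p as small. A camera p under 0.05 arose in 8 of the 10 splits. The pattern cannot be told apart from members varying together between cultures or from a chance division of the cultures. Since RNA was isolated after 2 nights on the ground, a difference in handling or medium change between the cultures could account for these genes too, and the time from medium change to lysis of each culture would test it.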

How the results depend on the processing

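The alternatives named as chosen after seeing the data were set only after the results were seen, and all others before the data were examined. No paired analysis was possible because the labels pair no ISS µG culture with an ISS 1G culture.

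The number of called genes (9, with 4 higher and 5 lower, and 9 in Supplementary Tables 1 and 2) was the result that moved most. With library-size scaling only, 2 genes were called (1 higher, 1 lower, 2 listed). Without a filter 1046 were called (574 higher, 472 lower, 447 listed), and with at least 10 counts in every culture 25 (19 higher, 6 lower, 25 listed). DESeq2 called 476 at default settings (278 higher, 198 lower, 448 listed) and 355 without independent filtering and Cook's cutoff (202 higher, 153 lower, 350 listed). The robust edgeR fit called 19 (12 higher, 7 lower, 19 listed). Limma voom called 0 (0 higher, 0 lower, 0 listed) with 2193 at an unadjusted *p*-value under 0.05. An adjusted *p*-value under 0.01 left 0 (0 higher, 0 lower, 0 listed) of the 2120 genes at an unadjusted *p*-value under 0.05. RLE size factors, mitochondrial genes left out and a bound of 1 on the absolute log_2_(fold change) each left 9, and upper-quartile scaling left 8.

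Leaving out 1 culture at a time gave 0 to 91 called genes (0 to 62 higher, 0 to 29 lower, 0 to 67 listed), while 1376 to 2337 genes had an unadjusted *p*-value under 0.05. The highest count came without ISS µG culture 2, and 0 were called without ISS µG culture 1, ISS µG culture 3 or ISS 1G culture 4. Without ISS 1G culture 5, 10 were called, and without ISS 1G culture 6, 1.

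Chosen after seeing the data, DESeq2 with its filtering tuned to 0.05 called 470 (271 higher, 199 lower, 464 listed), edgeR's likelihood ratio test 417 (233 higher, 184 lower, 366 listed), voom with sample quality weights 34 (23 higher, 11 lower, 34 listed) and counts at equal depth 30 (24 higher, 6 lower, 30 listed). Of DESeq2's 470 genes the likelihood ratio test called 372 and the quasi-likelihood test without a filter 453, so either change recovers most of DESeq2's genes, though without a filter the calls also include many that DESeq2 does not make. For the other settings the cause was not tested.

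Of the 15 lists, 10 passed a camera adjusted *p*-value of 0.05. That became 5 with members outside the paper's tables only and 0 with the correlation estimated, where 1 list had an unadjusted *p*-value under 0.05, and it lay between 8 and 12 in all other settings. The sign of a list's median reversed 3 times. The endothelial median was −0.12 with at least 10 counts in every culture, the median of the ECM ligands was 0.0077 with limma voom, and the neuronal median was 0.075 at equal depth, which was chosen after seeing the data. Among the other settings of lists, the call stayed the same in 204 cases, was stronger in 12 and weaker in 21, while the medians themselves moved in size, and the cause was not tested.

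For 87 genes examined singly, 0 directions reversed. Their calls stayed the same in 984 cases, were stronger in 250 and weaker in 58. Numbers of called lncRNA genes moved in 25 cases and stayed the same in 35, between 0 (141 with an unadjusted *p*-value under 0.05) in the fit reported above and 34 without a filter.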

Differences from the paper's values

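The alternatives DESeq2 with its filtering tuned to 0.05, edgeR's likelihood ratio test, voom with sample quality weights and equal depth were chosen only after the values were seen. The other alternatives were set before the data were examined.

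The paper reports 470 differentially expressed genes, 271 higher and 199 lower, and edgeR's quasi-likelihood test called 9, 4 higher and 5 lower, with 2120 at an unadjusted *p*-value under 0.05. Of the alternatives set before the data were examined, DESeq2 at default settings (476, 278 and 198) and DESeq2 without independent filtering and Cook's cutoff (355, 202 and 153) came within the margin for counts in all 3 numbers. The other scalings, both filters, limma voom, the robust fit, mitochondrial genes left out, each culture left out, the bound on the fold change and the stricter threshold did not. DESeq2 with its filtering tuned to 0.05 (470, 271 and 199) and the likelihood ratio test (417, 233 and 184) also came within it, and both were chosen after seeing the values. Of the genes of Supplementary Tables 1 and 2 found by name, DESeq2 at default settings called 448, no filter 447, at least 10 counts in every culture 25, the robust fit 19 and the fit without ISS µG culture 2 called 67.

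The paper reports 14 lncRNAs, 9 higher and 5 lower, and here 0 were called, 0 higher and 0 lower, with 141 at an unadjusted *p*-value under 0.05. DESeq2 at default settings called 13 (9 higher, 4 lower). DESeq2 without independent filtering and Cook's cutoff called 11 (9 higher), which is close, and 2 lower, which is not. The remaining alternatives set before the data were examined did not come close. DESeq2 tuned to 0.05 gave 14 (9 and 5) and the likelihood ratio test 16 (11 and 5), both chosen after seeing the values.

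Adjusted *p*-values of single genes differ. For *CCBE1* the paper's adjusted *p*-value is 7.67E-12 and the edgeR value here 0.0589 (log_2_(fold change) 3.74, 3 of 3 ISS µG cultures beyond all ISS 1G cultures), against 6.70e-12 with DESeq2 at default settings, and over the alternatives run for the gene that leave no culture out it ran from 1.09e-24 to 0.193. For *CCND2* the paper's adjusted *p*-value is 4.41E-11 and the edgeR value here 0.0540 (log_2_(fold change) 2.00, 3 of 3 ISS µG cultures beyond all ISS 1G cultures), against 3.85e-11 with DESeq2 at default settings and a range of 1.91e-35 to 0.109. For *IGFBP5* the paper's adjusted *p*-value is 6.94E-10 and the edgeR value here 0.0760 (log_2_(fold change) 2.18, 3 of 3 ISS µG cultures beyond all ISS 1G cultures), against 6.06e-10 with DESeq2 at default settings and a range of 5.07e-39 to 0.136. For *CD24* the paper's adjusted *p*-value is 6.23E-14 and the edgeR value here 0.0429 (log_2_(fold change) −1.54, 3 of 3 ISS µG cultures beyond all ISS 1G cultures), against 5.44e-14 with DESeq2 at default settings and a range of 1.02e-19 to 0.0608. For *ENC1* the paper's adjusted *p*-value is 8.25E-03 and the edgeR value here 0.204 (log_2_(fold change) −2.03, 3 of 3 ISS µG cultures beyond all ISS 1G cultures), against 0.00736 with DESeq2 at default settings and a range of 4.36e-05 to 0.209. For *LINC00881* the paper's adjusted *p*-value is 9.41E-03 and the edgeR value here 0.193 (log_2_(fold change) 0.82, 3 of 3 ISS µG cultures beyond all ISS 1G cultures), against 0.00838 with DESeq2 at default settings and a range of 2.65e-06 to 0.216. For *BANCR* the paper's adjusted *p*-value is 1.85E-05 and the edgeR value here 0.0589 (log_2_(fold change) 0.84, 3 of 3 ISS µG cultures beyond all ISS 1G cultures), against 1.61e-05 with DESeq2 at default settings and a range of 2.72e-06 to 0.0755. For *THBD* the paper's adjusted *p*-value is 1.31E-04 and the edgeR value here 0.159 (at least 19.6-fold higher, 3 of 3 ISS µG cultures above all ISS 1G cultures), against 0.000114 with DESeq2 at default settings and a range of 4.07e-07 to 0.216. Of the alternatives set before the data were examined that were run for these 8 genes, DESeq2 at default settings came within the margin and the others did not. DESeq2 without independent filtering and Cook's cutoff and the robust fit were compared in numbers of genes only. For the same 8 genes DESeq2 tuned to 0.05, chosen after seeing the values, came closer. Without a filter all 8 were called, and the lower end of each range comes from that fit. At least 10 counts in every culture called *CCBE1*, *CCND2*, *IGFBP5*, *BANCR* and *CD24*, and the fit without ISS µG culture 2 called *CCBE1*, *CCND2*, *IGFBP5* and *CD24*. Separation of the groups in 3 of 3 cultures, in 1 direction or the other, arises for 10% of genes by chance. The 8 genes were selected on the same counts, so their separation carries no further test.

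*BDKRB2* and *GADL1*, which the paper calls, were not tested by edgeR with its filter. Without a filter their adjusted *p*-values were 0.00161 (*BDKRB2*, at least 6.67-fold higher, 3 of 3 ISS µG cultures above all ISS 1G cultures) and 0.00294 (*GADL1*, at least 8.03-fold higher, 2 of 3). The edgeR fit without a filter gave adjusted *p*-values as small as 3.26e-71 from 3 against 3 cultures. It also called up to 348 genes in splits other than that by gravity, so its adjusted *p*-values need caution. DESeq2 tuned to 0.05, chosen after seeing the values, gave 0.00413 for *BDKRB2* and 0.0381 for *GADL1*.

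Of the paper's statements, *CCBE1* is given as the most significantly higher gene, and in edgeR *H4C3* had the smallest adjusted *p*-value of the higher genes (0.0464, log_2_(fold change) 1.33, 3 of 3 cultures). *IGFBP5* is given as 1 of the top 5 higher genes by adjusted *p*-value, and in edgeR *H4C3*, *SOCS3*, *CKM*, *TNNI3* and *NMRK2* had smaller ones. *FGFR2*, *CSRP2* and *MGST1* are listed as higher after both exposures, and here they were lower in ISS µG (−0.69, −0.89 and −1.13 on the log_2_ scale, in 3 of 3 cultures each). The paper's Supplementary Table 2 lists these 3 genes as lower too, so it is Supplementary Table 10 alone, and the sentence on *FGFR2*, that differ in direction.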

Other observations

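Chosen only after the results were seen were the split tests of DESeq2 and of the lists, all tests of the distance between edgeR and DESeq2, the tests of equal depth and of GC content and transcript length, the use of the estimated correlation to test members varying together, and the test of mislabelling. As an alternative setting the estimated correlation had been set before the data were examined. The split tests of edgeR and of the lists singly, the selection tests of the cholesterol and G2/M lists and the depth test of ISS µG culture 2 were written down before those results were computed.

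Genes of cholesterol synthesis, targets of SREBP2, were lower in ISS µG, which the paper does not discuss. Of 25 tested genes 21 were lower and 4 higher, with a median log_2_(fold change) of −0.66 (camera adjusted *p*-value 1.70e-07). Over the 16 alternatives the median ran from −0.80 to −0.33 and the camera adjusted *p*-value from 2.25e-16 to 0.314. Scores were −0.31, −0.31 and −0.081 in ISS µG cultures 1, 2 and 3 and 0.81, −0.17 and 0.064 in ISS 1G cultures 4, 5 and 6, so ISS 1G culture 4 alone carries much of the difference. Selection of the listed genes from the paper's tables is not the whole source (a camera p of 0.000170 outside the tables), though the list's subject was chosen after those tables were read. GC content or transcript length is not the source either (0% of matched random lists shifted as far). At equal depth the median was −0.59, but drawing reads at random leaves the expected ratio as it is, so unequal depth of the cultures is not ruled out by this, here or for the G2/M list. With members varying together between cultures allowed for, the camera p was 0.230, and 3 of the 10 splits gave a camera p as small. All 10 splits gave one under 0.05. The pattern therefore cannot be told apart from members varying together or from a chance division of the cultures. Sterol uptake from the medium is a hypothesis that could be tested by measuring cholesterol in the spheres.

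The G2/M list was higher in ISS µG (median log_2_(fold change) 0.59, 47 of 54 genes, all 3 ISS µG cultures above all 3 ISS 1G cultures, camera adjusted *p*-value 2.46e-11). Over the 16 alternatives the median ran from 0.35 to 0.74 and the camera adjusted *p*-value from 7.28e-17 to 0.217. Selection of the listed genes from the paper's tables left a camera p of 4.68e-08 outside them, the median was 0.51 at equal depth, and 0% of random lists matched in GC content or transcript length were shifted as far. Members varying together between cultures gave a camera p of 0.125 at the estimated correlation, and 1 of the 10 splits, that by gravity, had a camera p as small. A camera p under 0.05 arose in 9 of the 10 splits. ISS µG culture 3 had a score of 0.70 against 0.077 and 0.093 in cultures 1 and 2, and without any 1 culture the median was still 0.35 or more. The pattern cannot be told apart from members varying together or from a chance division of the cultures.

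ISS µG culture 2 was closer to ISS 1G culture 4 (Pearson r 0.972) than to any other culture. Its hypoxia score was below all ISS 1G cultures, and without it 91 genes were called. A mislabelled sample is unlikely to be the reason but is not excluded. Swapping culture 2 with ISS 1G culture 4, 5 or 6 gave 36, 61 and 10 genes by DESeq2, against 470 with the labels as they are. The remaining wrong splits gave 0 or 1, so the swaps of culture 2 kept the most genes. Unequal depth of the cultures is not ruled out. At equal depth its highest correlation, 0.963, was again with ISS 1G culture 4, but its mean correlation was 0.959 with the ISS µG and 0.950 with the ISS 1G cultures. At full depth its correlations were 0.964 and 0.966 with the ISS µG cultures and 0.972, 0.971 and 0.952 with the ISS 1G cultures, so equal depth moved it toward its own condition. ISS 1G culture 6 lay far from the others, with a voom quality weight of 0.303.

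Several causes for the fewer genes called by edgeR's quasi-likelihood test than by DESeq2 were examined. Normalization is not the cause, with 9 genes called under RLE size factors. The low-count filter removed only 13 of DESeq2's genes from the fit, but without the filter the quasi-likelihood test called 1046 genes, only 453 of them among DESeq2's 470, so the filter changes the calls of genes that stay in the fit and is not ruled out. The quasi-likelihood test in place of a likelihood ratio test on the same dispersions fits as well, with 417 genes called by the likelihood ratio test, 372 of DESeq2's among them. Fewer counts than DESeq2's calls need is not ruled out. In simulated counts edgeR called 68% of the changed genes, and 4.23% of its calls and 21.1% of DESeq2's were on unchanged genes. Of the 200 changed genes there, 114 were changed 4-fold and the others 2-fold. The median log_2_(fold change) was 1.03 for the genes of Supplementary Table 1 and −1.01 for those of Supplementary Table 2. Changes of that size were thus part of the simulation, in which edgeR called 68% and DESeq2 73% of all changed genes. Of the 4-fold changes edgeR called 78.9% and DESeq2 80.7%. The simulated genes varied independently, and how many genes truly changed in the cultures is not known. The simulation therefore does not settle why edgeR called fewer genes. All 47 genes with an edgeR adjusted *p*-value under 0.1 were among DESeq2's 470, and for 438 of these 470 the 3 ISS µG cultures lay beyond the 3 ISS 1G cultures, as 10% of genes do by chance. The 470 were selected on the same counts, so their separation carries no further test.

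The 10 ways to split the 6 cultures 3 against 3 bound what the counts can show. For edgeR 1 of the 10 splits, that by gravity, had a count of called genes as large (9 against 0 in the other 9, which had 245 to 1130 genes with an unadjusted *p*-value under 0.05). For DESeq2 it was 1 of 10 (470 against 0 to 61), for edgeR without the low-count filter 1 of 10 (1046 against 0 to 348), and for lists past the threshold 1 of 10 (10 against 2 to 9). A share of 1 in 10 is the smallest that 3 against 3 cultures allow, so none of these counts can be told apart from a chance division of the cultures. Every other split still sets 2 cultures of a gravity against 1, which raises the dispersions and leaves part of the effect of gravity in its counts.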
